# Transcriptional Profiling of the Probiotic *Escherichia coli* Nissle 1917 Strain under Simulated Microgravity

**DOI:** 10.3390/ijms21082666

**Published:** 2020-04-11

**Authors:** Jaewoo Yim, Sung Won Cho, Beomhee Kim, Sungwoo Park, Yong Hee Han, Sang Woo Seo

**Keywords:** microgravity, *E. coli* Nissle 1917, probiotics, RNA-sequencing

## Abstract

Long-term space missions affect the gut microbiome of astronauts, especially the viability of some pathogens. Probiotics may be an effective solution for the management of gut microbiomes, but there is a lack of studies regarding the physiology of probiotics in microgravity. Here, we investigated the effects of microgravity on the probiotic *Escherichia coli* Nissle 1917 (EcN) by comparing transcriptomic data during exponential and stationary growth phases under simulated microgravity and normal gravity. Microgravity conditions affected several physiological features of EcN, including its growth profile, biofilm formation, stress responses, metal ion transport/utilization, and response to carbon starvation. We found that some changes, such as decreased adhesion ability and acid resistance, may be disadvantageous to EcN relative to gut pathogens under microgravity, indicating the need to develop probiotics optimized for space flight.

## 1. Introduction

The recent surge of long-term space exploration necessitates an increased attention on the health risks associated with space travel. Studies have shown that astronauts who stay in space for extended time undergo changes in their microbiome environment. A study conducted by Garrett-Bakelman et al., at the National Aeronautics and Space Administration (NASA), has shown that an astronaut who underwent a year-long space mission experienced a change in his gut microbiome composition, compared to that of his earthbound twin sibling [1]. Furthermore, astronauts who have spent six to twelve months at the International Space Station (ISS) have also undergone changes in their gut microbiomes [2]. These changes include the increase of *Parasutterella*, which is associated with chronic intestinal inflammation with inflammatory bowel disease (IBD) and the reduction of intestinal *Fusicatenibacter*, *Pseudobutyrivibrio*, and *Akkermansia*, which have anti-inflammatory properties [2]. These results demonstrate that some factors during spaceflight can be critical to the gut microbiome of astronauts. These factors may affect the growth of both beneficial and detrimental microbial strains in the gut and thereby increase the possibility of the development of IBD.

Multiple studies have indicated that microgravity (MG) conditions induce several physiological changes. Studies conducted at the ISS primarily targeted pathogens such as *Salmonella enterica* serovar Typhimurium χ3339*, Bacillus subtilis* strain 168, and *Pseudomonas aeruginosa* PAO1, and have shown that virulence responses increase with enhanced stress resistance [3,4,5,6]. Unfortunately, due to the challenges of sending bacterial samples to the ISS, the majority of studies have been done in laboratories on Earth using a rotary cell culture system (RCCS) and simulated MG conditions. The application of the RCCS system has expanded the scope of target strains considered to include *Escherichia coli* K-12 MG1655 and others. The results obtained using simulated MG are similar to those from the ISS. In both cases, MG alters biofilm formation, starvation metabolism, metal ion uptake, and multiple stress responses, including acidic, heat, osmotic, and oxidative conditions of the microorganisms [7,8,9,10,11,12]. Although previous studies have focused on pathogens and laboratory strains [3,6,13], it is also important to investigate the effect of MG on beneficial strains, such as probiotics in the gut. One such strain is *E*. *coli* Nissle 1917 (EcN), which was isolated from feces of a German soldier and is a representative probiotic that has been reported to improve host immunity [14,15,16,17]. Its probiotic effects have been established and has been commercialized. For instance, it is the probiotic used in Mutaflor, which is medically effective in treating chronic constipation and Crohn’s disease, a type of autoimmune disease [18].

In this study, we performed comparative transcriptomic profiling of EcN to determine the effect of MG on cell growth and metabolism. We compared genome-scale data from strand-specific massive parallel complementary DNA (cDNA) sequencing (RNA-seq) during exponential and stationary growth phases under simulated MG and normal gravity (NG) conditions. This study should serve as a starting point for understanding of the effects of MG on the cell metabolism of probiotics and to provide insight into the engineering principles of probiotics, which will lead to an improvement in the health of astronauts during spaceflight.

## 2. Results and Discussion

### 2.1. Growth and Transcriptomic Profiling of EcN under Simulated MG and NG

To culture EcN under simulated MG and NG conditions, we used a clinostat with different directions of rotation (Figure 1A). MG conditions were simulated by rotating the system around the horizontal axis and manipulating the rotation speed of the vessel to reduce shear stress [19]. NG conditions were maintain by rotating the system around the vertical axis [9]. When EcN growth in glucose M9 minimal media was measured under MG (μ_MG_) and NG (μ_NG_) conditions, the maximum specific growth rates were 0.36 and 0.44 h^−1^, respectively (Figure 1B). In contrast to other studies that used *E*. *coli* K-12 MG1655 [7,9], the growth of EcN was slower under MG than NG. The growth difference under MG compared to that under NG may have been due to the sum effect of several factors involved with cell fitness.

To reveal the metabolic changes of EcN in response to decreased gravity, we performed comparative transcriptomic profiling (RNA-seq) during exponential and stationary growth phases under MG and NG conditions. 

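RNA-seq, which counts sequenced cDNA fragments from each transcript, was run on 8 libraries of EcN, the probiotic strain *E. coli* Nissle 1917. They comprise 2 libraries from MG and 2 from NG in the exponential growth phase, and 2 from MG and 2 from NG in the stationary growth phase. Cultures at 37 °C were taken at an OD600 between 0.6 and 0.8 for the exponential phase and at 1.2 for the stationary phase. Growth phase moved far more genes than gravity did: under NG, 2570 of 4507 genes tested differed between the phases at a limma adjusted p under 0.05, 1223 higher and 1347 lower in the stationary phase. Ranked across genes, replicate libraries had Spearman correlations of 0.963 to 0.967, MG and NG libraries of one phase 0.944 to 0.962, and libraries of one gravity condition in different phases 0.689 to 0.774.

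The authors depleted rRNA, made strand-specific libraries, mapped the reads to the EcN reference genome with Bowtie and had Cufflinks estimate the FPKM of each annotated gene, 1 library at a time. The submitters' processing notes name Bowtie2, and versions are not given in the sources used here. The deposited values are these FPKM for 5126 genes, 152 of them RNA genes, and no read counts were used. From the deposited coverage, the bases aligned to genes came to 944 and 1014 Mb in the MG exponential libraries, 895 and 875 Mb in NG exponential, 606 and 630 Mb in MG stationary, and 566 and 541 Mb in NG stationary. Between 525 and 691 genes were listed at 0 in a library. A listed 0 is not always an absent transcript, since all 125 genes shorter than 100 bases were at 0 in every library.

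For the values given here, FPKM were rescaled between libraries by the median of ratios to each gene's geometric mean, and log2(rescaled FPKM + 1) was tested with limma over all 8 libraries in one fit, with Benjamini-Hochberg adjustment. The test covered genes with a mean rescaled FPKM of at least 1. A log2 fold change is MG over NG on this scale, which understates the change of genes near 0. A gene is said to have risen or fallen under MG at an adjusted p under 0.05, and DEGs at the paper's thresholds also needed a 2-fold change and an adjusted p of 0.01 or less. The paper states that conditions were performed in duplicate and does not say whether each library came from its own culture vessel, so the p-values measure only the spread between these libraries.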

Differentially expressed genes (DEGs) were selected using the criteria of ≥2-fold changes (P ≤ 0.01) in fragments per kilobase of exon per million fragments mapped (FPKM) values. As many genes in the EcN reference strain CP007799.1 from the National Center for Biotechnology Information (NCBI) database were unannotated, we identified these unlabeled genes using Basic Local Alignment Search Tool (BLAST) software (blastp) [20] and publicly available web-based databases, such as the EcoCyc *E. coli* database (http://ecocyc.org/) [21] and Kyoto Encyclopedia of Genes and Genomes (KEGG) [22]. 

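The deposited files carry locus tags and no gene symbols, so symbols were taken from the paper's Tables 1, S1 and S2, which pair 231 tags with a name. Of these names, 201 also stand in the annotation of *E. coli* K-12 MG1655 (assembly ASM584v2). The coding length of the EcN gene equals that of its K-12 namesake for 163, lies within 5% of it for 179, and is further off for 22. The gene named *fimG*, a minor subunit of type 1 fimbriae, spans 969 bases in EcN and 504 in K-12, and *clpX*, the ATPase of the ClpXP protease, spans 2277 and 1275. Conversely, *fiu*, a receptor for iron-catecholate complexes, spans 267 bases in EcN and 2283 in K-12. Gene groups described for the other results hold only the members these tables name, most of which the paper selected as DEGs on these same libraries.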

A total of 86 genes were differentially expressed during the exponential growth phase and 224 genes were differentially expressed during the stationary growth phase (Figure 1C). Among these DEGs, 11 were common to both growth phases (Figure 1C). 

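Among the 8 genes with the largest rise in the exponential phase was *iscA*, a scaffold of iron-sulfur clusters, at a log2 fold change of 1.83 (standard error 0.21, limma adjusted p = 0.0117). Among these 8 were also *fimI* and *fimC*, named as genes of type 1 fimbriae. *cusB* of the copper efflux pump was among the 8 with the largest fall. In the stationary phase the 8 with the largest rise included *ibpB*, a small heat shock chaperone, and the 8 with the largest fall included *zinT*, which binds zinc in the periplasm, and *gntK*, gluconate kinase. Of these 4 groups of 8 genes, 3, 5, 5 and 1 genes rested on at most 4 fragments in each library of the condition in which they were higher, and the calls of 3, 6, 4 and 5 held with each of the 8 libraries left out in turn.

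The other genes of these groups were, among the exponential rises, ECOLIN_05475, ECOLIN_23560, ECOLIN_11840, ECOLIN_21200 and ECOLIN_09485, and among the falls ECOLIN_16405, ECOLIN_03055, ECOLIN_06380, ECOLIN_08560, ECOLIN_07005, ECOLIN_01325 and ECOLIN_12440. They were, among the stationary rises, ECOLIN_01325, ECOLIN_06385, *csgC*, ECOLIN_18450, ECOLIN_26340, ECOLIN_09185 and ECOLIN_00725, and among the falls *yacG*, ECOLIN_24575, ECOLIN_01860, ECOLIN_17690, *ecpA* and ECOLIN_10100.

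At the paper's thresholds, 20 genes differed in the exponential phase and 148 in the stationary phase. Of the paper's 86 exponential DEGs, 15 were among the 20, 47 passed at an adjusted p under 0.05, and 86 had the paper's direction. Of its 224 stationary DEGs, 123 were among the 148, 202 passed at an adjusted p under 0.05, and 224 had the paper's direction. These are the paper's own libraries, so the shared direction is not independent evidence.

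The exponential count depended on which libraries entered the fit. It rose without MG exponential replicate 2 and fell without any other library, the stationary ones included. Stationary libraries add no values to this contrast, so part of the fall can come from fewer degrees of freedom. With the 4 exponential libraries alone the count was 0. There limma passed no gene of this phase at an adjusted p under 0.05, although 640 had an unadjusted p under 0.05. The stationary count was 11 to 18 without any 1 stationary library and 82 with the 4 stationary libraries alone.

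**Figure D1:**
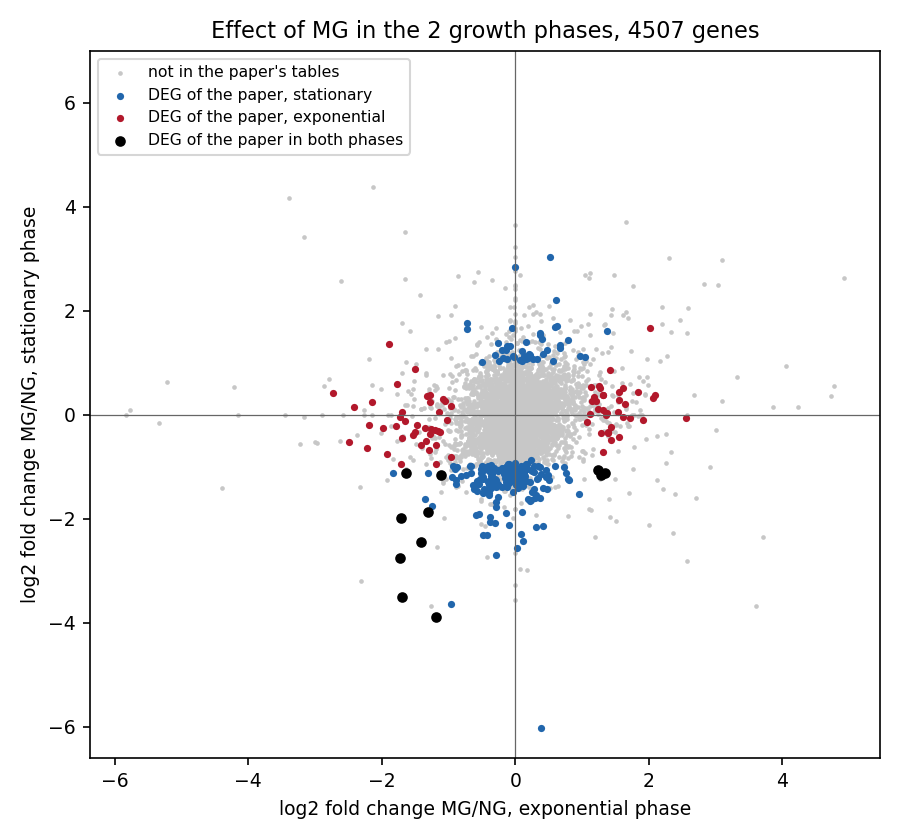
Log2 fold change of MG over NG in the exponential phase (horizontal axis) against the stationary phase (vertical axis) for the 4507 genes tested, 1 point per gene, on the log2(rescaled FPKM + 1) scale. Colours mark the DEGs listed in the paper's tables, 86 in the exponential and 224 in the stationary phase; the 11 listed in both are black.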

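*ecpA*, the major subunit of the *E. coli* common pilus, was the 1 gene that passed the paper's thresholds in both growth phases, and it was lower under MG in both. It lies from 383677 to 384264 on the minus strand of the EcN chromosome. The overlap expected of 2 independent lists of these lengths is 0.657 genes. At an adjusted p under 0.05 from limma without a minimum fold, 66 genes passed in both phases. Of these, 10 were higher in both, where independent lists would share 2.75, and 37 were lower in both, where 9.92 would be shared. The remaining 19 went in opposite directions, 15 of them higher in the exponential and lower in the stationary phase, against 12.3 expected in opposite directions. The 2 comparisons share no library, but they share each gene's variance in the fit, which can bring calls of one gene in both phases together, so these expected numbers are no test of a shared effect. Without MG exponential replicate 2, 9 genes were shared at the paper's thresholds, among them *znuA*, *gadA*, *cspA*, *tcyP* and *hycA*, and 0 were shared without NG exponential replicate 1 or without any 1 of the stationary libraries. The 1 shared gene was *znuA* without MG exponential replicate 1 and ECOLIN_02535 without NG exponential replicate 2.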

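Of the 11 genes of Table 1, 7 fell and 2 rose under MG in the exponential phase, and 10 fell in the stationary phase. Ribosomal protein L31 type B, the zinc-free form of L31 (ECOLIN_01860, from 386105 to 386368 on the minus strand), had a rescaled FPKM of 426 ± 17.6 under MG and 1397 ± 261 under NG in the exponential phase (SD, n = 2), a log2 fold change of −1.70 (standard error 0.24, limma adjusted p = 0.0198). Stationary values were 34.3 ± 12.4 under MG and 388 ± 1.88 under NG, a log2 fold change of −3.51 (standard error 0.24, limma adjusted p = 9.35e-04), and the fall was larger than in the exponential phase (difference −1.81, limma adjusted p = 0.0333). The zinc genes *znuA* and *zinT*, the glutamate decarboxylase gene *gadA* and the pilus genes *ecpA*, *ecpB* and *ecpC* fell in both phases. The pilus regulator *ecpR* fell in the stationary phase and had an adjusted p of 0.0655 in the exponential phase. The effect on *zinT* differed between the phases by −2.70 on the log2 scale (limma adjusted p = 0.00481) and that on *ecpA* by −1.04 (adjusted p = 0.0195), and both fell further in the stationary phase. The difference for *ecpA* was lost without the variance trend (adjusted p = 0.0535), without NG exponential replicate 2 and without any 1 stationary library (0.0556 to 0.0878). The difference for L31 type B was lost with quantile normalization (0.111), without the trend (0.0681) and without any 1 library but MG stationary replicate 2 (0.0609 to 0.119). As the paper chose these genes on these libraries, their direction is not independent evidence. With 1 library left out, 2 to 9 of the 9 exponential calls and 7 to 10 of the 10 stationary calls held, the fewest without either NG exponential library in the first case and without MG stationary replicate 1 or either NG stationary library in the second.

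**Figure D2:**
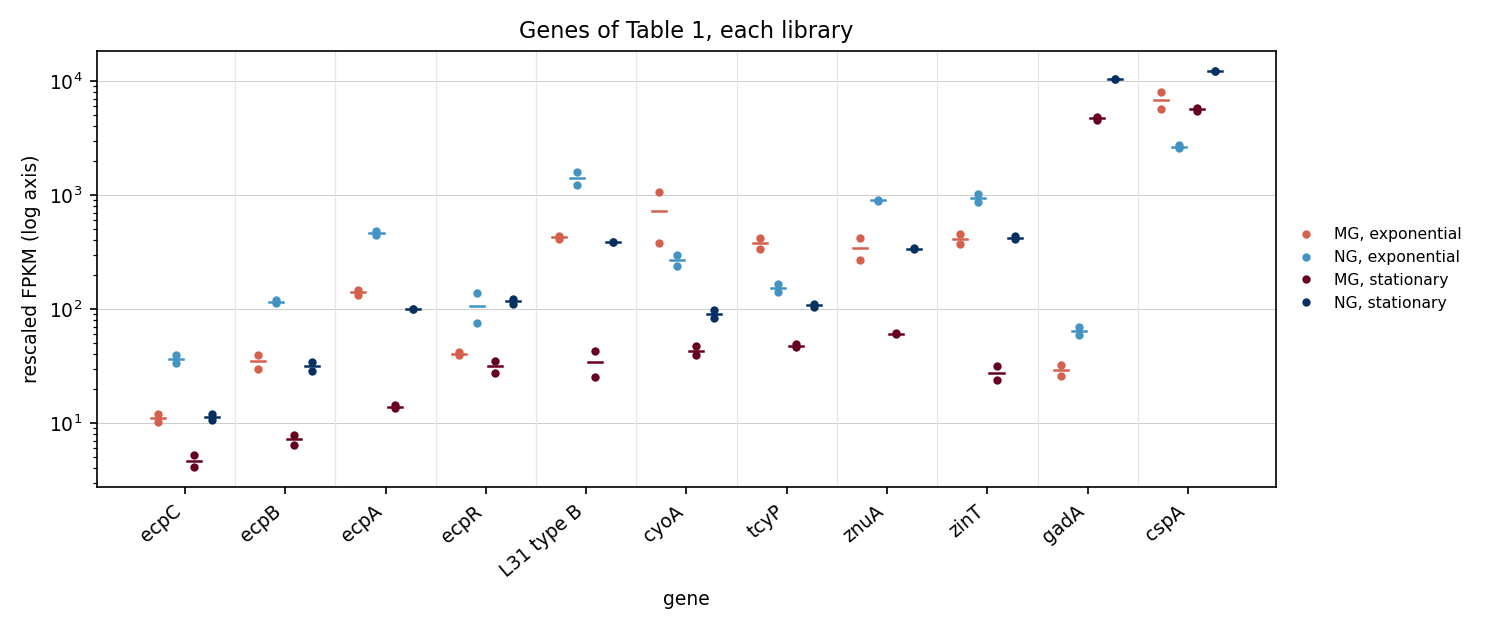
Rescaled FPKM on a log axis of the 11 genes of Table 1 in each of the 8 libraries; points are libraries, short lines are the means of 2, and colours give gravity and growth phase. The points of L31 type B, *zinT* and *znuA* under MG lie below those under NG in both phases, whereas *cspA* and *tcyP* lie above NG in the exponential and below it in the stationary phase.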

As shown in Table 1, the majority of common DEGs maintained their tendencies of being either up-regulated or down-regulated in both phases. 

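*cyoA*, a subunit of the cytochrome *bo*_3_ oxidase of aerobic respiration, had a rescaled FPKM of 1071 and 377 in the 2 MG libraries and 300.2 and 239 in the 2 NG libraries of the exponential phase. Its log2 fold change was 1.24 (standard error 0.45, limma adjusted p = 0.199). Its stationary values were 43.1 ± 5.56 under MG and 90.8 ± 11.0 under NG (SD, n = 2), a log2 fold change of −1.06 (standard error 0.45, limma adjusted p = 0.164). The test of the difference between the phases gave −2.30 for *cyoA* (limma adjusted p = 0.0812). For *cspA*, a cold shock RNA chaperone, this difference was −2.47 (adjusted p = 0.00593), and for *tcyP*, a cystine transporter, it was −2.45 (adjusted p = 0.00381). Both of these rose in the exponential and fell in the stationary phase. Without MG exponential replicate 2 the exponential log2 fold change of *cyoA* was 1.99. Its difference between the phases was −1.54 without MG exponential replicate 1 and −3.04 without MG exponential replicate 2. *cyoA* fell in the stationary phase with the 4 stationary libraries alone (limma adjusted p = 0.0252). The rise of *tcyP* was lost without NG exponential replicate 2 (0.0615), that of *cspA* without 5 single libraries (either NG exponential, MG stationary replicate 2 or either NG stationary library, 0.0541 to 0.0741), and the fall of *cspA* without any 1 stationary library.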

Interestingly, some genes, such as cytochrome *bo*_3_ ubiquinol oxidase (*cyoA*), cold shock protein (*cspA*), and cysteine transporter (*tcyP*), exhibited changes in their direction of regulation. 

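The direction of the changes differed between the growth phases. Among the DEGs at the paper's thresholds, 9 were higher and 11 lower under MG in the exponential phase, and 25 were higher and 123 lower in the stationary phase. At a minimum mean FPKM of 10, 19 were higher and 12 lower in the exponential and 21 and 136 in the stationary phase. By 2-fold alone, with no test, these numbers were 233 and 177 in the exponential and 248 and 273 in the stationary phase. At an adjusted p under 0.05 from limma, 78 genes rose and 82 fell in the exponential phase, among them *fliC* (higher) and *copA* (lower). Among stationary cultures 159 genes rose and 545 fell, among them *ibpA* (higher) and *cysD* (lower). The effect of MG differed between the phases for 292 genes, being lower in the stationary phase for 228 and higher for 64.

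The stationary split depended on the scaling between libraries. Rescaling raised the stationary MG libraries by 0.40 on the log2 scale relative to NG and the exponential ones by 0.05. Without it, 10 stationary DEGs were higher and 428 lower, with a median log2 fold change over all genes tested of −0.40 in place of −0.04. With quantile normalization, 30 were higher and 63 lower. At an adjusted p under 0.05 the stationary split was 51 to 1204 without rescaling and 222 to 334 with quantile normalization, the split of the difference between phases 33 to 448 and 84 to 113, each given as higher to lower. Without rescaling the exponential split was 51 to 89 (2 to 10 among DEGs), and the split between the phases under NG was 892 to 1644.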

Among the DEGs in the exponential and stationary growth phases, 38 and 43 genes were up-regulated, respectively, while 48 and 181 genes were down-regulated, respectively (Tables S1 and S2). Some were represented according to functional categories of hierarchical clusters diagrams based on expression ratios of MG to NG (Figure 2). These categories included biofilm formation, stress responses, metal ion transport/utilization, and carbon metabolism.

### 2.2. Effect of MG on EcN Biofilm Formation

Cell surface components, such as type I curli fimbriae and lipopolysaccharide (LPS), are important for the formation of complex biofilm structures, which protect cells from exterior factors [23,24,25]. Previous research has shown that MG can induce changes in gene expression related to biofilm formation [4,9,12,26,27,28,29,30]. Similar to previous studies, most EcN genes related to type I fimbriae synthesis (*fimA, fimI, fimC, fimD, fimG*), flagella motility regulation (*ycgR*), and flagella synthesis (*fliC*) were up-regulated (2.18–4.14-fold) under MG during the exponential growth, which allowed for increased biofilm formation (Figure 2A and Table S1). However, these genes were not differentially expressed between conditions of MG and NG during stationary growth. 

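The fimbrial genes *fimA*, *fimI*, *fimC*, *fimD* and *fimG* and the flagellin gene *fliC* rose under MG in the exponential phase. The gene named *fimA*, after the major subunit of type 1 fimbriae, lies from 1161543 to 1162085 on the plus strand. It had a rescaled FPKM of 764 ± 35.4 under MG and 284 ± 24.4 under NG (SD, n = 2), a log2 fold change of 1.43 (standard error 0.12, limma adjusted p = 0.00560). *fimI* showed the largest change of the fimbrial genes, at 2.10 (standard error 0.18, limma adjusted p = 0.00560). *fliC*, which encodes the flagellar filament, was 2739 ± 275 under MG and 931 ± 96.3 under NG, a log2 fold change of 1.56 (standard error 0.13, limma adjusted p = 0.00560). *ycgR*, the c-di-GMP-binding brake of the flagellum, was 91.1 and 51.9 under MG against 29.9 and 22.8 under NG and did not pass (log2 fold change 1.37, limma adjusted p = 0.0744). Without MG exponential replicate 2 its log2 fold change was 1.76.

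Of the 6 named genes of type 1 fimbriae, a list that also holds a second gene named *fimD* elsewhere in the genome, 5 rose and 5 passed when adjusted over the list alone (limma camera adjusted p = 1.64e-07; adjusted p = 0.0651 with an estimated correlation). The paper picked these 5 on the same libraries, so the list is not independent evidence of its direction. By length, the second *fimD* (ECOLIN_24010) equals its K-12 namesake, at 2637 bases, whereas the first *fimD* spans 2631. The genes named *fimA*, *fimC* and *fimG* also differ from K-12 in length, and *fimI* does not. Whether the genes that rose are those of type 1 fimbriae is therefore uncertain. For flagella and chemotaxis, *fliC* and *cheZ* rose among 3 named genes and 3 passed over the list alone, and the paper picked all 3 (adjusted p = 7.55e-05; adjusted p = 0.0722 with an estimated correlation). The gene named *cheZ* (ECOLIN_24215) spans 1665 bases against 645 in K-12, so its identity is doubtful, and its call was lost without MG exponential replicate 1 (adjusted p = 0.0580) or either NG exponential library (0.0741 and 0.0779). Without any 1 of these 3 libraries, 4 of the 6 calls among the genes named first held.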

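*fimA* and *fimC*, the latter encoding the fimbrial chaperone, rose under MG in the stationary phase, while the other 5 genes did not pass. *fimA* was 64.9 ± 6.99 under MG and 35.4 ± 1.65 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of 0.85 (standard error 0.12, limma adjusted p = 0.00788). *fimC* was 13.1 ± 2.41 and 3.45 ± 0.800, a log2 fold change of 1.66 (standard error 0.25, limma adjusted p = 0.00818). *fliC* had 0.28 (adjusted p = 0.195), *fimI* 0.37 (adjusted p = 0.225) and *ycgR* −0.01 (adjusted p = 0.990). The effect of MG was smaller in the stationary phase for *fliC* (difference −1.27, limma adjusted p = 0.0173), *fimI* (−1.72, adjusted p = 0.0193) and *fimG* (−0.95, adjusted p = 0.0410). No difference between the phases passed for *fimA* (adjusted p = 0.107) or *fimC* (adjusted p = 0.598). Over the list of type 1 fimbriae 3 of 6 genes rose in this phase, and 3 when adjusted over the list alone (camera adjusted p = 3.46e-04; adjusted p = 0.0794 with an estimated correlation), and the paper picked 1 of them in this phase. Neither *fimA* nor *fimC* passed without NG stationary replicate 1. *fimA* was also lost without NG stationary replicate 2 and with FPKM as deposited, and *fimC* without MG stationary replicate 1.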

Since oxygen availability is lower in MG than NG [31], cells may offset this difference by forming thicker and more structured biofilm architecture from the onset, regardless of growth phase [28]. Unlike other bacteria, EcN under MG during stationary growth phase repressed genes related to major structural subunit of curli (*csgB, csgA;* 5.19–6.55-fold), LPS core synthesis (*rfaQ, rfaG, rfaP*; 2.03–2.39-fold), and lipid A (*lpxP*; 2.25-fold) [32]. 

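Genes of the curli fibre, the LPS core and lipid A fell under MG in the stationary phase. *csgB*, the nucleator of curli, was 11.4 ± 0.892 under MG and 72.7 ± 11.2 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −2.56 (standard error 0.32, limma adjusted p = 0.00557). *csgA*, the major curli subunit, which lies from 1224146 to 1224604 on the plus strand, was 40.1 ± 6.49 and 202 ± 7.69, a log2 fold change of −2.31 (standard error 0.28, limma adjusted p = 0.00504). Both effects were lower than in the exponential phase (differences −2.59 and −1.83, limma adjusted p = 0.0268 and 0.0471). Of the LPS core genes, *rfaQ* had −1.22 (adjusted p = 0.0112) and *rfaG* −1.22 (adjusted p = 0.00648), whereas *rfaP*, at −0.98, did not pass (adjusted p = 0.0667; 3 of 3 passed over the list alone). *lpxP*, which adds palmitoleate to lipid A in the cold, was 162 ± 27.5 under MG and 355 ± 5.04 under NG, a log2 fold change of −1.14 (standard error 0.15, limma adjusted p = 0.00582).

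The LPS core list had a camera adjusted p of 0.00969, and an adjusted p = 0.208 with an estimated correlation; the paper picked its 3 named genes on these libraries, so the direction is not independent evidence. Of 3 named curli genes 2 fell and 1 rose, and 3 passed over the list alone (camera adjusted p = 0.289). Without either NG stationary library, 4 of the 5 calls of the genes that fell held. *rfaP* passed with FPKM as deposited (adjusted p = 0.00998) and without either MG exponential library (0.0404 and 0.0403).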

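*csgC*, a periplasmic inhibitor of curli assembly that lies next to *csgA* (from 1224663 to 1224995 on the plus strand), was listed at 0 in both NG stationary libraries and in the 4 exponential libraries. In the 2 MG stationary libraries its deposited FPKM was 9.68 and 1.94, which the deposited bounds place at 7 fragments and at most 4 fragments. limma gave a log2 fold change of 2.85 (standard error 0.66, limma adjusted p = 0.0323) on the log2(rescaled FPKM + 1) scale. No fold is given against libraries listed at 0. Its call was lost with a pseudocount of 5, with quantile normalization, with the 4 stationary libraries alone, and without any 1 of 5 libraries, namely MG exponential replicate 1, both NG exponential and both NG stationary libraries. It could not be tested without MG stationary replicate 1 or at a minimum mean FPKM of 10, where the gene fell below the filter.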

*CsgC*, which functions as an inhibitor of *csgA* expression was highly expressed under MG conditions (Figure 2A and Table S2) [33].

In addition to the structural robustness of the cell itself, the adhesion ability of EcN appeared to be the opposite of that reported for other gut microbiome species. For instance, F1C fimbriae, *E. coli* common pili (ECP), and K5 capsule play key roles in the adhesion of EcN to gut epithelial cells in [34]. 

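The 4 named genes of the *E. coli* common pilus were lower under MG in both growth phases. *ecpA*, its major subunit, was 139.9 ± 9.36 under MG and 464 ± 27.3 under NG in the exponential phase (rescaled FPKM, SD, n = 2), a log2 fold change of −1.72 (standard error 0.11, limma adjusted p = 0.00220). Stationary values of *ecpA* were 13.9 ± 0.695 and 100.0 ± 1.08, a log2 fold change of −2.76 (standard error 0.11, limma adjusted p = 1.58e-04). *ecpB* fell by 1.72 and *ecpC* by 1.63 on the log2 scale in the exponential phase, where the regulator *ecpR* had −1.30 (adjusted p = 0.0655). *ecpR* fell in the stationary phase, to 31.3 ± 5.40 from 117 ± 7.71 under NG (adjusted p = 0.00865). The gene named *focA*, whose product Table S1 gives as a formate transporter, was 208 and 969.6 in the 2 MG exponential libraries and 1184 and 1368 in the 2 NG libraries, and its log2 fold change of −1.50 did not pass (standard error 0.62, limma adjusted p = 0.264).

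Of the 4 pilus genes 3 fell in the exponential phase (camera adjusted p = 1.12e-06; adjusted p = 0.0651 with an estimated correlation) and 4 in the stationary phase (camera adjusted p = 1.09e-04; adjusted p = 0.0722 with an estimated correlation), and 4 passed in each phase when adjusted over the list alone. The paper picked all 4 on these libraries, so this is not independent evidence of direction. Without either NG exponential library 1 of the 3 exponential calls held, and without MG stationary replicate 1 or either NG stationary library 2 of the 4 stationary calls did. *ecpR* passed in the exponential phase at a minimum mean FPKM of 10 (limma adjusted p = 0.0491). Its log2 fold change was −1.74 without NG exponential replicate 1, and that of *focA* was −2.61 without MG exponential replicate 2.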

Under MG, *focA*, which encodes the major F1C fimbriae subunit, was repressed during the exponential growth phase (2.28-fold) and *ecpC, ecpB, ecpA,* which encode ECP, and *ecpR*, which encodes the transcriptional regulator of ECP synthesis, were repressed (2.48–7.36-fold) during entire cell growth. Additionally, multiple copies of *kfiA* and *kfiB* encoding K5 capsule biosynthesis components were up-regulated (2.25–2.61-fold) under the same conditions (Tables S1 and S2). 

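The 5 gene copies named *kfiA* or *kfiB*, which serve the synthesis of the K5 polysaccharide, had log2 fold changes of 1.24 to 1.43 under MG in the exponential phase, but none passed the test (limma adjusted p = 0.0827 to 0.183). With a pseudocount of 5, 1 of the 5 did. With the replicate number as a block 4 of the 5 did, although the values gave no sign that these numbers pair the samples. The copy of *kfiA* at 5339696 to 5340412 on the minus strand was 276 and 381 in the 2 MG libraries and 105 and 146 in the 2 NG libraries (rescaled FPKM), a log2 fold change of 1.38 (standard error 0.33, limma adjusted p = 0.0827). The 5 copies in the stationary phase lay between 2.79 and 7.22 in the group means, with log2 fold changes of −0.48 to 0.11 and adjusted p values of 0.481 to 0.864. Of the 5, 5 passed in the exponential phase when adjusted over the list alone (camera adjusted p = 5.37e-04; adjusted p = 0.244 with an estimated correlation), and the paper picked all 5 on these libraries. The copies can share reads, so their values are uncertain and not separate measurements. No difference between the growth phases passed, the smallest adjusted p being 0.0805.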

When *kfiB* is knocked-out, EcN attachment to Caco-2 cells is known to increase [35]. Collectively, the shifts in expression we observed may interfere with EcN adhesion to epithelial cells and prevent intestinal colonization. Additional experimental validation may need to be performed outside Earth in the future. Considering that cell adhesion of pathogens is increased under MG conditions [2], these results suggest that EcN may be less competitive in MG, resulting in pathogens causing an imbalance of the gut microbiome during spaceflight [34].

### 2.3. Effect of MG on EcN Stress Responses

Exposure to MG can result in several changes outside of cell membrane, including convectional thermal loss and reductions in shear force. Cells must adapt to new conditions under MG by expressing resistance-related proteins [36]. In previous studies, bacteria in MG showed increased resistance to heat, osmotic pressure, and acidic conditions [6,8,9,12,37]. EcN for the most part maintained these general stress response tendencies (Figure 2B and Figure 3). 

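*htpG* (Hsp90 chaperone) and *cspA* rose under MG in the exponential phase. *htpG*, which lies from 574985 to 576859 on the plus strand, was 156 ± 4.85 under MG and 70.2 ± 7.66 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of 1.14 (standard error 0.11, limma adjusted p = 0.00642). *cspA* was 6811 ± 1568 under MG and 2648 ± 97.6 under NG, a log2 fold change of 1.34 (standard error 0.17, limma adjusted p = 0.0142). The call of *cspA* was lost without either NG exponential library, without MG stationary replicate 2 and without either NG stationary library.

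Among 8 named heat shock genes, *htpG* and *hslU* rose in this phase, none fell and 6 did not pass, with 3 passing when adjusted over the list alone. The list had a camera adjusted p of 0.00406, and an adjusted p = 0.212 with an estimated correlation. The call of *hslU* was lost without the variance trend, with FPKM as deposited and without any 1 library but MG exponential replicate 2 (adjusted p = 0.0744 to 0.125). The genes for glycine betaine synthesis, an osmoprotectant, were also higher: *betB* rose by 1.72 (adjusted p = 0.0320) and *betA* by 1.27 (adjusted p = 0.0294). The regulator *betI*, at 2.06, and the transporter *betT*, at 1.91, did not pass (adjusted p = 0.0738 and 0.107); *betT* was 124 and 35.4 in the 2 MG libraries. The call of *betB* was lost with FPKM as deposited (adjusted p = 0.0648), without the trend (0.0645) and without either NG exponential or any 1 stationary library (0.0848 to 0.122), and that of *betA* without the trend (0.0626) and without any 1 library but NG exponential replicate 1 (0.0594 to 0.0963). Of 6 named genes of osmoprotectant uptake and synthesis 2 rose, and 5 passed over the list alone (camera adjusted p = 0.0253; adjusted p = 0.154 with an estimated correlation), 4 of them picked by the paper on these libraries. Without MG exponential replicate 2 the log2 fold changes of *betT* and *betI* were 2.80 and 2.87, and without MG exponential replicate 1 that of *betI* was 1.25.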

During the exponential growth phase, EcN in MG displayed higher expression levels of heat shock protein (*htpG*; 2.06-fold), cold shock protein (*cspA*; 2.38-fold) compared to those under NG conditions (Table S1). Expression of heat shock proteins (*hspQ*, *htpX*, and *ibpAB*) and membrane protein involved in stress response (*bhsA*) were increased (2.21–7.96-fold) in the stationary growth phase. 

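The heat shock genes *ibpA*, *ibpB*, *hspQ* and *htpX* rose under MG in the stationary phase. *ibpB*, a small chaperone of aggregated proteins, was 7274 ± 146 under MG and 892 ± 92.1 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of 3.03 (standard error 0.50, limma adjusted p = 0.0117). *ibpA*, its partner, was 17632 ± 1179 and 5473 ± 125, a log2 fold change of 1.69 (standard error 0.13, limma adjusted p = 0.00165). *htpX*, a membrane protease, rose by 1.39 (adjusted p = 0.00299) and *hspQ* by 1.17 (adjusted p = 0.00830). *bhsA*, an outer membrane protein induced by many stresses, was 2139.6 ± 177 and 776 ± 47.3, and its log2 fold change of 1.46 did not pass (standard error 0.59, limma adjusted p = 0.149).

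Of the 8 named heat shock genes, *clpX* also rose, *clpP* and *hslU* fell, and *htpG* did not pass, and 8 passed when adjusted over the list alone. The genes named *clpX* and *clpP* span 2277 and 498 bases against 1275 and 624 in K-12, so their identity is doubtful, and the call of *clpP* was lost without any 1 stationary library (adjusted p = 0.0561 to 0.0805). The camera adjusted p of the list was 0.00276, and adjusted p = 0.206 with an estimated correlation. The paper picked 7 of the 8 on these libraries, which is not independent evidence. Without MG stationary replicate 1 or either NG stationary library, 2 of the 4 calls named first held. *bhsA* passed without either MG exponential library (adjusted p = 0.0202 and 0.0197) and with the 4 stationary libraries alone (0.00893).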

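*cspA*, which lies from 4092419 to 4092631 on the plus strand, was 5637 ± 228 under MG and 12303 ± 13.4 under NG in the stationary phase (rescaled FPKM, SD, n = 2), a log2 fold change of −1.13 (standard error 0.17, limma adjusted p = 0.00886). The call did not hold without any 1 of the 4 stationary libraries or with quantile normalization.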

Meanwhile, *cspA*, which was induced during exponential growth, was down-regulated (2.24-fold) during the stationary growth phase (Table S2). While *cspA* has a role as a global regulator [38], it is unclear why its expression tendency differed under the two growth phases.

Interestingly, EcN exhibited different trends in acidic resistance during the exponential growth phase under MG compared to that of other bacteria, with the repression of acid resistant chaperones (*hdeBA* and *hdeD*) being 2.38–2.75-fold [39] and glutamate decarboxylases (*gadB* and *gadA*) being 2.36–2.48-fold (Table S1). 

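Acid resistance genes were lower under MG in the exponential phase. *hdeA*, a periplasmic acid chaperone, was 491 ± 180.0 under MG and 1269 ± 42.3 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.42 (standard error 0.24, limma adjusted p = 0.0294). *hdeB*, its neighbour, was 438 ± 15.3 and 977 ± 139, a log2 fold change of −1.15 (standard error 0.19, limma adjusted p = 0.0283). *gadB*, a glutamate decarboxylase, was 47.8 ± 4.35 and 110.2 ± 15.4, a log2 fold change of −1.19 (standard error 0.13, limma adjusted p = 0.0106), and *gadA* fell by 1.11 on the log2 scale (standard error 0.14, adjusted p = 0.0138). *gadA* and *gadB* are near-identical paralogs that can share reads, so their values are uncertain and not independent. *hdeD*, a membrane protein of the acid fitness island, was 32.9 and 61.8 under MG and 117 and 107 under NG and did not pass (log2 fold change −1.29, limma adjusted p = 0.0594).

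Of 7 named acid resistance genes 4 fell and none rose, and 6 passed when adjusted over the list alone (camera adjusted p = 1.12e-06; adjusted p = 0.0876 with an estimated correlation). The paper picked 6 of them on these libraries, so the direction is not independent evidence. The number of these 4 calls that held was 3 or fewer without any 1 of the 8 libraries and 1 without NG exponential replicate 1 or NG stationary replicate 1, and *hdeA* and *hdeB* were also lost without the variance trend (adjusted p = 0.0626 for each). *hdeD* passed with FPKM as deposited (limma adjusted p = 0.0310) and at a minimum mean FPKM of 10 (0.0440). Its log2 fold change was −0.84 without MG exponential replicate 1 and −1.74 without MG exponential replicate 2. From the lower expression of acid resistance genes, of which it names 5 in the exponential phase and *gadA* and *adiA* in the stationary phase, the paper proposes that MG may slow the growth of EcN by making conditions more acidic than under NG, above all in the exponential phase.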

*Gad* encoded proteins are known as the components of the glutamate-dependent acid resistance (AR) system, which is an efficient AR system called AR2 [40]. 

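The decarboxylase genes *gadA* and *gadB* were far higher in the stationary than in the exponential phase (log2 difference under NG 7.32 and 6.62), and lower under MG. *gadA*, which lies from 4038257 to 4039657 on the minus strand, was 4682 ± 198 under MG and 10394 ± 92.7 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.15 (standard error 0.14, limma adjusted p = 0.00522). *gadB* fell by 0.95 on the log2 scale (adjusted p = 0.00601), and reads may be shared between the 2 genes. *adiA*, the acid-induced arginine decarboxylase, was 14.6 ± 1.11 and 33.0 ± 0.504, a log2 fold change of −1.12 (standard error 0.27, limma adjusted p = 0.0387). *hdeA* had −0.59 (adjusted p = 0.147) and *hdeB* −0.32 (adjusted p = 0.302), which did not pass. For the 7 named acid resistance genes 3 fell, 4 did not pass, and 3 passed when adjusted over the list alone (camera adjusted p = 0.00406; adjusted p = 0.199 with an estimated correlation). The call of *adiA* was lost with a pseudocount of 0.1 or a minimum mean FPKM of 10, and without any 1 library other than the 2 MG exponential ones. In contrast, *hdeA* passed with FPKM as deposited (adjusted p = 0.0104), with the 4 stationary libraries alone (0.0252) and without either MG exponential library (0.0153 and 0.0150), and *hdeB* with FPKM as deposited (0.0433).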

During the stationary growth phase, glutamate decarboxylase (*gadA*) remained repressed (2.27-fold), along with arginine decarboxylase (*adiA*; 2.30-fold), which is another AR system known as AR3 (Table S2) [41]. These findings suggest that MG conditions may retard the growth of EcN by inducing more acidic conditions compared to that of NG, especially during the exponential growth phase [42]. Lower resistance to acidic stress by EcN under conditions of MG indicates that EcN may not function efficiently as a probiotic during spaceflight when administered orally, as it must pass through the gastrointestinal tract.

### 2.4. Effect of MG on EcN Metal Ion Transport/Utilization

Previous studies have commonly shown that MG induces repression of metal ion uptake systems, including those for iron [9], copper [8], nickel [7], and zinc [9]. Similar to these previous studies, we found that various metal ion uptake systems in EcN were also down-regulated under MG conditions (Figure 4). 

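Of the metal transport genes that the paper names, those for the export of copper and of nickel or cobalt fell most under MG in the exponential phase. *copA*, the copper-exporting ATPase, which lies from 588707 to 591211 on the minus strand, was 66.2 ± 6.59 under MG and 375 ± 0.125 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −2.49 (standard error 0.11, limma adjusted p = 7.05e-04). *cusB* and *cusA* of the copper and silver efflux pump were 2.56 ± 0.286 and 2.87 ± 0.173 under MG and 23.0 ± 5.72 and 19.7 ± 1.65 under NG, with log2 fold changes of −2.74 (standard error 0.27, limma adjusted p = 0.00705) and −2.42 (standard error 0.23, limma adjusted p = 0.00642). *rcnA*, the nickel and cobalt exporter, had −2.22 (standard error 0.17, limma adjusted p = 0.00366). Of the zinc uptake genes, *znuA* was 343 ± 102 and 898 ± 16.0, a log2 fold change of −1.42 (standard error 0.19, limma adjusted p = 0.0165), and *zinT* fell by 1.19 on the log2 scale (adjusted p = 0.0198). *feoB*, the ferrous iron transporter, was 209 and 457 in the 2 MG libraries and 753 and 683 in the 2 NG libraries, and did not pass (log2 fold change −1.21, adjusted p = 0.107).

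All 4 named copper efflux genes fell, *cueO*, the periplasmic multicopper oxidase, being the 4th, and 4 passed over the list alone (camera adjusted p = 2.34e-08; adjusted p = 0.0651 with an estimated correlation). Of 4 named zinc uptake genes 2 fell, and 4 passed when adjusted over the list alone (camera adjusted p = 4.37e-05; adjusted p = 0.0722 with an estimated correlation). The 4 named iron uptake genes did not pass, 2 of them passing over the list alone (camera adjusted p = 0.494). The paper picked the copper genes and 2 of the zinc genes on these libraries, so their direction is not independent evidence. The fall was smaller in the stationary phase, or absent, for *copA* (difference 1.97, adjusted p = 0.00318), *cusB* (3.14, adjusted p = 0.0104), *cusA* (2.56, adjusted p = 0.0118) and *rcnA* (1.58, adjusted p = 0.0190). Without either NG exponential library, or without either NG stationary one, 4 of the 6 calls of this phase held, and that of *zinT* was also lost without the variance trend (adjusted p = 0.0512). The log2 fold change of *feoB* was −0.64 without MG exponential replicate 1 and −1.77 without MG exponential replicate 2.

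**Figure D3:**
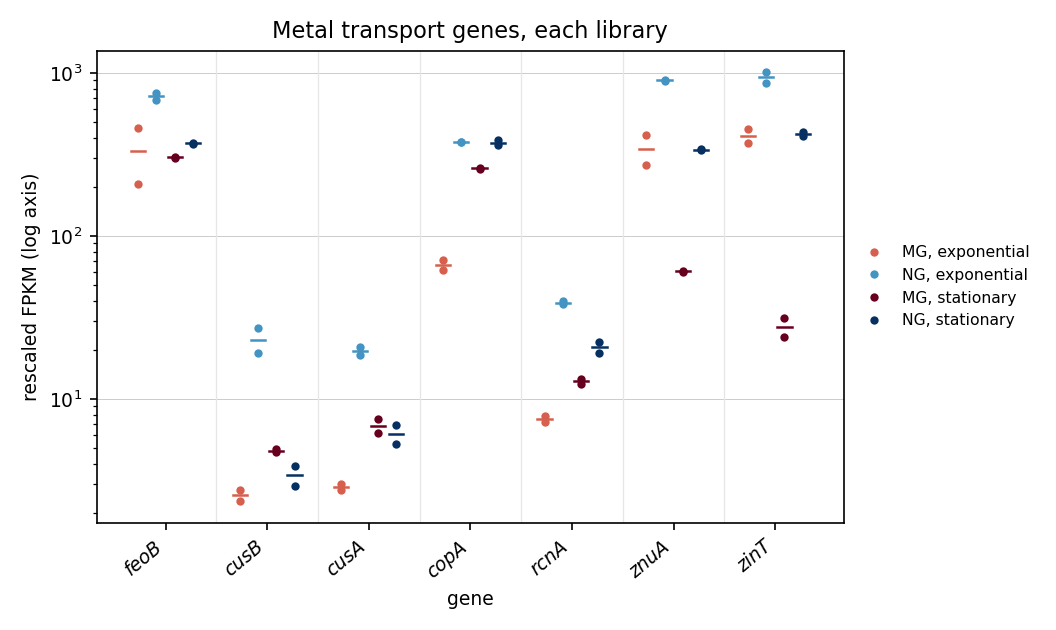
Rescaled FPKM on a log axis of *feoB*, *cusB*, *cusA*, *copA*, *rcnA*, *znuA* and *zinT* in each of the 8 libraries; points are libraries and short lines the means of 2. The MG points of *copA*, *cusA*, *cusB* and *rcnA* lie below the NG points in the exponential phase, and those of *znuA* and *zinT* in both phases.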

During the exponential growth phase, ferrous ion transporter (*feoB*) was repressed 2.30-fold, the copper ion efflux system (*cusBA*) 7.32–9.58-fold, copper transport chaperone (*copA*) [43] 6.07-fold, nickel efflux protein (*rcnA*) 5.53-fold, zinc transporter (*znuA*) 2.82-fold, and Zn/Cd binding protein (*zinT*) 2.43-fold. 

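*yhbU*, *yhbV* and *fumB* were lower under MG in the exponential phase, but none passed the test. *yhbV* was 2.92 and 6.85 in the 2 MG libraries and 24.1 and 22.8 in the 2 NG libraries (rescaled FPKM), a log2 fold change of −2.14 (standard error 0.43, limma adjusted p = 0.0534). *yhbU* was 3.41 and 15.4 under MG and 26.3 and 28.2 under NG, a log2 fold change of −1.73 (standard error 0.69, limma adjusted p = 0.248). *fumB*, which encodes the anaerobic fumarase B, lies from 4809754 to 4811400 on the minus strand; it was 14.3 ± 2.08 and 35.8 ± 3.32 (SD, n = 2), a log2 fold change of −1.27 (standard error 0.32, limma adjusted p = 0.0950). With all 8 libraries, *yhbV* passed with a pseudocount of 5 (adjusted p = 0.0351), with FPKM as deposited (0.0409) and with RNA genes left out (0.0484), and *fumB* with a pseudocount of 5 (0.0278). Without MG exponential replicate 2, *yhbV* had a log2 fold change of −2.64.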

Expression of enzymes that require iron as a cofactor, such as ubiquinone biosynthesis protein (*yhbUV*) and succinate dehydrogenase (*fumB*), was also reduced 2.66–5.10-fold as a result of less iron uptake (Figure 2C and Table S1) [44].

During stationary growth, the tendencies of metal ion uptake regulation continued. Genes related to ferrichrome transporter protein synthesis (*fhuA*) and enterobactin biosynthesis (*entH*, *aroA*, and *menF*) were down-regulated 2.05–3.20-fold. 

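*fhuA*, *entH*, *aroA* and *menF* fell under MG in the stationary phase. *fhuA*, the outer membrane receptor for ferrichrome, which lies from 176253 to 178511 on the plus strand, was 55.2 ± 5.53 under MG and 172 ± 4.40 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.63 (standard error 0.11, limma adjusted p = 7.87e-04). *entH*, a thioesterase of enterobactin synthesis, was 66.6 ± 6.48 and 133 ± 10.7, a log2 fold change of −0.99 (standard error 0.21, limma adjusted p = 0.0239). *aroA* of the shikimate pathway and *menF*, an isochorismate synthase, had −0.98 (adjusted p = 0.00994) and −1.08 (adjusted p = 0.0116). The gene named *fiu*, after an iron-catecholate receptor, rose to 1049 ± 51.0 from 309 ± 21.8 under NG (log2 fold change 1.76, limma adjusted p = 0.00390). It spans 267 bases against 2283 in K-12, too few for the whole receptor, so its rise is no evidence on iron uptake.

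Of 4 named iron uptake genes, 2 fell, 1 rose and 1 did not pass, and 3 passed when adjusted over the list alone (limma camera adjusted p = 0.445). The 1 that rose is the gene named *fiu*, so both the count and the list test include a gene of doubtful identity. The paper picked 3 of them on these libraries, which is not independent evidence. Without either MG stationary library, 1 of the 4 calls of *fhuA*, *entH*, *aroA* and *menF* held, and that of *entH* was also lost with quantile normalization (adjusted p = 0.0699).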

Enterobactin is a siderophore that transports iron ions by binding the ion and then passing through the cellular membrane together [45,46]. Similarly, synthesis of zinc transporter (*znuA* and *znuCB*) and Zn/Cd binding protein (*zinT*) were continuously down-regulated 2.68–15.62-fold along with other enzymes that require zinc ions as cofactors (*frmA*, *manA*, and *mepM*), which were down-regulated 2.12–3.96-fold [47,48,49]. 

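The zinc uptake genes fell under MG in the stationary phase, and their calls held without any 1 of the 8 libraries and under every alternative tried. *zinT*, which lies from 2168738 to 2169388 on the plus strand, was 27.7 ± 5.28 under MG and 421 ± 16.2 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −3.89 (standard error 0.17, limma adjusted p = 2.06e-04). *znuA*, the binding protein of the ZnuABC importer, was 60.7 ± 0.431 and 337 ± 4.20, a log2 fold change of −2.46 (standard error 0.19, limma adjusted p = 0.00155). *znuB* and *znuC*, its membrane protein and ATPase, had −1.93 (adjusted p = 7.86e-04) and −1.38 (adjusted p = 7.87e-04). Among the zinc enzymes, *mepM*, a peptidoglycan hydrolase, was 26.3 ± 0.320 and 102 ± 7.35, a log2 fold change of −1.91 (standard error 0.16, limma adjusted p = 0.00165). *frmA*, a formaldehyde dehydrogenase, and *manA*, mannose-6-phosphate isomerase, fell by 1.05 and 1.00 on the log2 scale (adjusted p = 0.0131 and 0.0174).

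All 4 named zinc uptake genes fell, and 4 when adjusted over the list alone (camera adjusted p = 4.18e-06; adjusted p = 0.0651 with an estimated correlation); the paper picked them on these libraries, so the direction is not independent evidence. Of the 3 zinc enzymes, 1 passed without either MG stationary library or without NG stationary replicate 1.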

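*zraP*, a periplasmic zinc-binding protein, rose under MG in the stationary phase. It was 333 ± 6.32 under MG and 154 ± 9.34 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of 1.11 (standard error 0.23, limma adjusted p = 0.0232). In the exponential phase it was 26.5 ± 5.72 and 12.4 ± 3.82, which did not pass (log2 fold change 1.04, adjusted p = 0.0691). The stationary call was lost without any 1 of the 4 stationary libraries.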

Zinc uptake modulator (*zraP*) blocks zinc ion uptake and was up-regulated 2.11-fold [50]. It is worth pointing out that the synthesis of yersiniabactin transporters (*ybtX*, *ybtQ*, *ybtP*, and *yhdX*), which are known as the siderophores transporting iron and zinc ions in the EcN [51,52], were repressed 2.09–4.50-fold during the stationary growth phase. In addition, the molybdate efflux system, including molybdate ion transporter (*modA* and *modC*) and *hycA, hycB, hycC, hycD, hycE, hycG,* and *hycH*, which are known to be dependent on molybdate [53,54], were expressed less under MG during the stationary growth phase (2.32–3.48-fold) compared to that under NG (Figure 2C and Table S2).

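Yersiniabactin genes fell under MG in the stationary phase. *ybtP* and *ybtQ*, the ATP-binding transporters that import the siderophore with its metal, were 44.2 ± 1.12 and 56.0 ± 0.507 under MG and 195 ± 10.4 and 211 ± 0.494 under NG (rescaled FPKM, SD, n = 2). Their log2 fold changes were −2.11 (standard error 0.10, limma adjusted p = 2.35e-04) and −1.90 (standard error 0.10, limma adjusted p = 2.51e-04). *ybtX* fell by 1.59 on the log2 scale (adjusted p = 9.70e-04), and *fyuA*, the outer membrane receptor, was 21.6 ± 0.303 under MG and 121 ± 0.784 under NG, a log2 fold change of −2.43 (standard error 0.09, limma adjusted p = 1.49e-04). The gene named *yhdX* was 11.1 ± 0.215 and 22.7 ± 4.22 and did not pass (log2 fold change −0.96, adjusted p = 0.155). Exponential cultures had *ybtP* at 1428 ± 86.9 under MG and 1525 ± 76.4 under NG, and none of the 4 named yersiniabactin genes passed (camera adjusted p = 0.381). The effect differed between the phases for *ybtP* (−2.02, adjusted p = 0.00303), *ybtQ* (−1.76, adjusted p = 0.00318) and *fyuA* (−2.54, adjusted p = 0.00131). Of the 4 named yersiniabactin genes, 4 fell in the stationary phase, and 4 when adjusted over the list alone (camera adjusted p = 1.12e-06; adjusted p = 0.0794 with an estimated correlation), all picked by the paper on these libraries.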

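The molybdate transporter and formate hydrogenlyase genes fell together under MG in the stationary phase: 10 of 10 named genes fell, and 10 when adjusted over the list alone. *modA*, the molybdate-binding protein, was 73.7 ± 2.92 under MG and 200.2 ± 13.9 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.43 (standard error 0.13, limma adjusted p = 0.00274), and *modC*, the ATPase, had −1.60 (adjusted p = 0.00491). *hycE*, the large subunit of hydrogenase 3, was 123 ± 2.93 and 334 ± 6.43, a log2 fold change of −1.44 (standard error 0.12, limma adjusted p = 0.00174). The 7 *hyc* genes, which lie between 3058049 and 3065448 on the minus strand, had log2 fold changes of −1.76 to −1.18. *hypB*, which inserts nickel into the hydrogenase, fell by 1.12 on the log2 scale (adjusted p = 0.00788).

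In the exponential phase 6 of the 10 fell too, 9 when adjusted over the list alone, although the paper picked none of them in that phase. *hycA*, the repressor of the operon, was 28.7 ± 6.57 under MG and 74.2 ± 7.87 under NG, a log2 fold change of −1.35 (standard error 0.18, limma adjusted p = 0.0165). The list had a camera adjusted p of 1.52e-08 in the stationary and 8.91e-08 in the exponential phase, and adjusted p = 0.144 and 0.154 with an estimated correlation. The paper picked the 10 on the stationary libraries, so that direction is not independent evidence. Without any 1 stationary library, 8 of the 9 stationary *mod* and *hyc* calls held, and that of *hypB* was lost without MG stationary replicate 2 (adjusted p = 0.0615) or NG stationary replicate 1 (0.0623).

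The exponential calls were less firm, and each of the 6 was lost without NG exponential replicate 1 (adjusted p = 0.0532 to 0.162). That of *hycE* was lost without any 1 of the 8 libraries, that of *hycC* without any but NG exponential replicate 2, that of *hycG* without any but MG exponential replicate 2, and that of *hycA* also without NG exponential replicate 2, MG stationary replicate 2 or either NG stationary library (0.0530 to 0.0615). The call of *hypB* was also lost without MG stationary replicate 2 (0.0530), and those of *hycC* and *hycE* with FPKM as deposited (0.0680 and 0.0916). Without the variance trend *hycC*, *hycE* and *hycG* were lost (0.0676, 0.0926 and 0.0684), and *hycE* was lost with a pseudocount of 5 (0.0510) and with quantile normalization (0.0505).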

The tendency to lower free metal ion concentrations in the cytoplasm of cells was observed according to the utilization of iron ions. Intracellular iron ions may remain as free cations or form complexes, such as iron–sulfur (Fe-S) clusters or heme groups [55,56]. By forming Fe-S complexes, imported free iron ions associate with sulfate ions to alleviate the exposure of cells to hydroxide radicals that result from the presence of excessive free iron ions [57]. During the exponential growth phase, genes related to Fe-S assembly, such as iron–sulfur cluster assembly protein synthesis (*iscR, iscS, iscUA*) and iron–sulfur cluster biosynthesis chaperone (*hscA*), were up-regulated 2.05–3.31-fold. 

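The genes of the Isc machinery, which builds iron-sulfur clusters, rose under MG in the exponential phase. *iscR*, the regulator of the operon, which lies from 2901889 to 2902377 on the minus strand, was 475 ± 59.0 under MG and 162 ± 7.83 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of 1.54 (standard error 0.11, limma adjusted p = 0.00366). *iscS*, the cysteine desulfurase, was 355 ± 69.7 and 114 ± 6.56, a log2 fold change of 1.62 (standard error 0.14, limma adjusted p = 0.00593). *iscU* rose by 1.31 (adjusted p = 0.0198) and *hscA*, the chaperone, by 1.12 (adjusted p = 0.0106). None of the 5 passed in the stationary phase, *iscR* being 1109 ± 10.4 under MG and 1068 ± 6.01 under NG. The effect was lower in the stationary phase for *iscR* (difference −1.48, adjusted p = 0.00733), *iscS* (−1.67, adjusted p = 0.0113) and *iscA* (−1.39, adjusted p = 0.0452).

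All 5 named genes of iron-sulfur assembly rose, and 5 when adjusted over the list alone (limma camera adjusted p = 2.34e-08; adjusted p = 0.0651 with an estimated correlation), and the paper picked them on these libraries, so the direction is not independent evidence. With any 1 library left out other than MG exponential replicate 2 and NG exponential replicate 1, 4 of the 5 calls held, and that of *iscU* was also lost without the variance trend (adjusted p = 0.0512).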

To supply sulfur for combining with iron ions, cysteine can be broken down by cysteine desulfurase [58,59]. Therefore, elevated assembly of the Fe-S clusters may induce sulfur and cysteine starvation inside the cell, resulting in the activation of sulfate transporter (*sbp*), which was up-regulated 2.32-fold, and cysteine transporter (*tcyP*), which was up-regulated 2.27-fold (Figure 2C and Table S2) [59,60].

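*sbp* and *tcyP* rose under MG in the exponential phase. *sbp*, the periplasmic sulfate-binding protein, which lies from 4531631 to 4532620 on the plus strand, was 286 ± 24.2 under MG and 114 ± 10.3 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of 1.32 (standard error 0.14, limma adjusted p = 0.00953). *tcyP* was 376 ± 57.2 and 153 ± 19.1, a log2 fold change of 1.29 (standard error 0.15, limma adjusted p = 0.0117). Of 13 named genes of sulfate and cysteine metabolism, 4 rose, none fell and 9 did not pass, and 6 passed when adjusted over the list alone; the others that rose were *cbl*, an activator of sulfur starvation genes, at 0.74 (adjusted p = 0.0160) and *tauA*, the taurine-binding protein, at 1.39 (adjusted p = 0.0117). The list had a camera adjusted p of 2.00e-06, and adjusted p = 0.154 with an estimated correlation. The paper picked 3 of these genes in this phase on these libraries. Neither *sbp* nor *tcyP* passed without NG exponential replicate 2, nor *tauA* without NG exponential replicate 1 (adjusted p = 0.0603), and the call of *cbl* was lost without the variance trend (0.0588) and without either NG exponential or any 1 stationary library (0.0530 to 0.0673).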

However, during the stationary growth phase, the direction of regulation of genes related to iron utilization was the opposite of that during exponential growth. For instance, sulfur metabolism was generally down-regulated. As shown in Figure 2C and Table S2, repressed genes included transcription factor *cbl* (2.07-fold), cysteine transporter (*tcyP*, *tcyN*, *tcyJ*; 2.30–2.69-fold), cysteine synthase (*cysM*; 2.13-fold), and genes related to sulfate assimilation (*cysDNC* and *cysJIH*; 2.61–4.63-fold) [61]. These genes are known to be activated by transcription factor *cysB* when induced by O-acetylserine (OAS) [59]. Furthermore, sulfide and thiosulfate act in a competitive manner with OAS as anti-inducers [62]. These results indicate that the intracellular availability of sulfide and thiosulfate during stationary growth of the EcN under MG conditions may be the opposite to that during exponential growth.

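The genes of sulfate assimilation and cysteine uptake fell under MG in the stationary phase. *cysD*, a subunit of ATP sulfurylase, which lies from 3093929 to 3094837 on the minus strand, was 201 ± 6.33 under MG and 892 ± 10.9 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −2.15 (standard error 0.11, limma adjusted p = 2.49e-04). *cysJ*, of sulfite reductase, was 56.2 ± 2.22 and 254 ± 4.56, a log2 fold change of −2.16 (standard error 0.10, limma adjusted p = 2.25e-04). The 6 genes *cysDNC* and *cysJIH* had log2 fold changes of −2.16 to −1.34. *cysM*, cysteine synthase B, fell to 3446 ± 80.6 from 7192 ± 37.3 (log2 fold change −1.06, adjusted p = 0.00390), and *cbl* fell by 1.01 on the log2 scale (adjusted p = 0.00293). The cystine transporter genes *tcyP*, *tcyN* and *tcyJ* had −1.16, −1.42 and −1.30 (adjusted p = 0.00582, 0.0129 and 0.0309).

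The effect of MG was lower in the stationary than in the exponential phase for *cysD* (difference −2.56, limma adjusted p = 0.00131), *cysJ* (−2.47, adjusted p = 0.00131) and *cbl* (−1.75, adjusted p = 0.00318), and *sbp*, which had risen, fell by 0.72 on the log2 scale (adjusted p = 0.0187; difference −2.03, adjusted p = 0.00583), a call lost without any 1 stationary library and with the 4 stationary libraries alone. Of 13 named genes 12 fell, and 12 when adjusted over the list alone (camera adjusted p = 1.04e-09; adjusted p = 0.0914 with an estimated correlation); the paper picked 11 on these libraries, so the direction is not independent evidence. Without MG stationary replicate 1 or either NG stationary library, 8 of the 11 calls of the genes the paper names held. That of *tcyJ* was also lost with quantile normalization (adjusted p = 0.0721), without the variance trend (0.0506), with the 4 stationary libraries alone (0.0727) and without either NG exponential library (0.0548 and 0.0551).

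**Figure D4:**
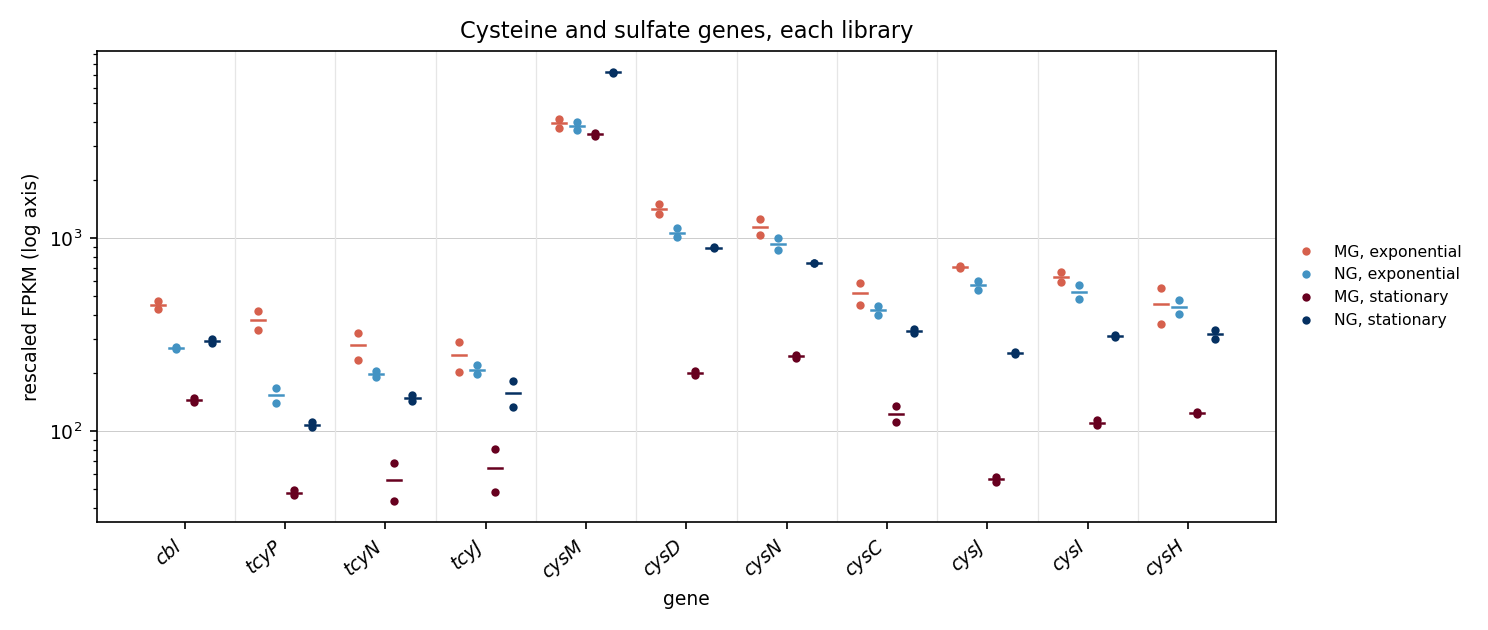
Rescaled FPKM on a log axis of *cbl*, *tcyP*, *tcyN*, *tcyJ*, *cysM*, *cysD*, *cysN*, *cysC*, *cysJ*, *cysI* and *cysH* in each of the 8 libraries; points are libraries and short lines the means of 2. In the stationary phase the MG points of each gene lie below the NG points.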

### 2.5. Effect of MG on EcN Carbon Metabolism

MG is able to induce a lack of convective mixing, resulting in the creation of what have been referred to as “depletion zones” [63]. Many studies have reported that MG induces carbon starvation stress due to nutrient depletion [7,9,26]. Under conditions of carbon starvation, carbohydrate catabolism was altered, especially the sequentially inhibition of glycolysis and the pentose phosphate (PP) pathway [64]. Consistent with this, we found that the glycolysis enzymes 6-phosphofructokinase (*pfkA*) and glyceraldehyde-3-phosphate dehydrogenase (*gapA*) were repressed (2.27–3.68-fold) during the exponential growth phase, while genes related to the pentose phosphate (PP) pathway (*pgl*, *tktB*, *ribB*, *prsA*, and *hisG*) and Entner–Doudoroff (ED) pathway (*gntK* and *edd*) [65] were repressed (2.17–14.89-fold) during the stationary growth phase (Figure 5, Tables S1 and S2). 

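The gene named *gapA* fell under MG in the exponential phase, and genes of the pentose phosphate and Entner-Doudoroff pathways fell in the stationary phase. This *gapA* (ECOLIN_07920), named as glyceraldehyde-3-phosphate dehydrogenase, was 11.5 ± 2.19 under MG and 39.6 ± 1.72 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.71 (standard error 0.15, limma adjusted p = 0.00560). Its name rests on the paper's tables alone and it spans 1002 bases against 996 in K-12. Whether it is the main gene of this enzyme is therefore uncertain. *pfkA*, the main 6-phosphofructokinase, was 233 and 393 in the 2 MG libraries and 676 and 653 in the 2 NG libraries, and did not pass (log2 fold change −1.13, adjusted p = 0.0567). *gntK*, gluconate kinase, showed the largest stationary change of the carbon genes named here, 4.90 ± 1.91 against 71.8 ± 14.5, a log2 fold change of −3.65 (standard error 0.28, limma adjusted p = 0.00154). *edd*, which dehydrates 6-phosphogluconate, was 20.5 ± 5.66 and 53.1 ± 4.21, a log2 fold change of −1.36 (standard error 0.24, limma adjusted p = 0.0144). *pgl*, 6-phosphogluconolactonase, fell by 1.26, *hisG* by 1.17, *prsA* by 1.13, *ribB* by 1.10 and *tktB* by 1.07 on the log2 scale.

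Of 3 named glycolysis genes, *gapA* and *gpmM* fell in each phase, with 3 passing in the exponential and 2 in the stationary phase when adjusted over the list alone (camera adjusted p = 1.02e-04 and 0.0364; adjusted p = 0.154 and 0.364 with an estimated correlation). The stationary call of *gapA* was lost without any 1 stationary library (adjusted p = 0.0532 to 0.0682), that of *gpmM* also (0.0812 to 0.0934) and with quantile normalization (0.0622), and the exponential call of *gpmM* without the filter (0.0501), without the trend (0.0923) and without either NG exponential or any 1 stationary library (0.115 to 0.188). Of 4 named pentose phosphate and Entner-Doudoroff genes 4 fell in the stationary phase and 4 over the list alone (camera adjusted p = 1.56e-04; adjusted p = 0.0722 with an estimated correlation). In the exponential phase none of these 4 passed, 4 did over the list alone, and *gntK* had −0.96 (camera adjusted p = 0.00386; adjusted p = 0.105 with an estimated correlation). The paper picked the 3 glycolysis genes, *pfkA* and *gapA* in the exponential and *gpmM* in the stationary phase, and these 4 on these libraries, which is not independent evidence. Without either NG stationary library, 3 of the 7 stationary calls held. *pfkA* passed in the exponential phase with FPKM as deposited (limma adjusted p = 0.0279), with RNA genes left out (0.0456) and at a minimum mean FPKM of 10 (0.0422). Its log2 fold change was −0.75 without MG exponential replicate 1 and −1.51 without MG exponential replicate 2.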

Repression of *pfkA* at the exponential growth phase can induce the higher flux of glucose to the PP or ED pathway. Activation of these pathways may help protect cells from oxidative stress by production of NADPH [66,67]. By the way, regulation of the tricarboxylic acid (TCA) cycle can burden oxidative stress to the cell. Repressed glycolytic metabolism due to carbon starvation may also affect the tricarboxylic acid (TCA) cycle [68]. 

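*sdhA* and *mqo* were higher and the fumarate genes lower under MG in the exponential phase. None of these 5 genes passed with all 8 libraries at a pseudocount of 1, and for all but *fumB* the 2 MG libraries differed. Without MG exponential replicate 2, log2 fold changes were 2.29 for *sdhA*, 2.08 for *mqo*, −2.51 for ECOLIN_23400 and −2.14 for ECOLIN_25505. That fit leaves 1 MG exponential library, the one further from NG, so these larger effects are no support for a change. With a pseudocount of 5, *fumB* passed (limma adjusted p = 0.0278). *sdhA*, the flavoprotein of succinate dehydrogenase, was 94.8 and 38.2 in the 2 MG libraries and 21.4 and 16.1 in the 2 NG libraries (rescaled FPKM), a log2 fold change of 1.65 (standard error 0.40, limma adjusted p = 0.0862). *mqo* was 55.1 and 18.6 under MG and 11.7 and 12.9 under NG, a log2 fold change of 1.32 (standard error 0.44, limma adjusted p = 0.178). The fumarate reductase gene ECOLIN_23400 was 13.0 and 42.6 under MG and 84.0 and 74.3 under NG, a log2 fold change of −1.69 (standard error 0.47, limma adjusted p = 0.117). A second one, ECOLIN_25505, had −1.48 (adjusted p = 0.106). The tricarboxylic acid cycle list held 2 named genes, *sdhA* and *mqo*, too few for a list test, and 2 passed over the list alone; the paper picked both on these libraries. Stationary log2 fold changes were, for *sdhA*, 0.21 (adjusted p = 0.769) and *mqo* 0.08 (adjusted p = 0.924).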

During the exponential growth phase, succinate:quinone oxidoreductase (*sdhA*) and malate:quinone oxidoreductase (*mqo*) were up-regulated 2.76–3.24-fold, concurrently with the repression of fumarate hydratase (*fumB*) 2.68-fold and fumarate reductases 2.77–3.03-fold (Figure 5, Tables S1 and S2). The reduction of quinone by increased expression of *mqo* may be especially detrimental to EcN as the imbalance between quinone and quinol can induce oxidative stress [69]. In addition, there is a possibility of fumarate accumulation due to the activation of *sdhA*, which may consequently result in oxidative stress [70,71].

Other genes related to energy metabolism were also differentially regulated. 

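The gene named *cobW*, which lies from 1189763 to 1190962 on the plus strand, fell under MG in the exponential phase. It was 43.0 ± 17.3 under MG and 167 ± 36.3 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.98 (standard error 0.31, limma adjusted p = 0.0264). *bioD*, dethiobiotin synthetase, was 19.2 and 65.2 in the 2 MG libraries and 120.4 and 116 in the 2 NG libraries, and did not pass (log2 fold change −1.70, standard error 0.48, adjusted p = 0.123). *bioD* was the 1 named biotin synthesis gene. The call of *cobW* was lost without the variance trend and without any 1 library other than the 2 MG exponential ones. The log2 fold change of *bioD* was −0.84 without MG exponential replicate 1 and −2.56 without MG exponential replicate 2.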

During the exponential phase, vitamin synthesis (*cobW*) and biotin synthesis (*bioD*) genes were down-regulated 2.96–4.17-fold (Table S1). Since biotin is an essential cofactor for fatty acid metabolism [72], a shortage of biotin under MG may hamper cell growth. 

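*carB* fell under MG in the stationary phase. *carB*, the large subunit of carbamoyl phosphate synthetase, which lies from 32775 to 35996 on the plus strand, was 11.4 ± 0.418 under MG and 25.3 ± 1.30 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.09 (standard error 0.17, limma adjusted p = 0.0108). *carA*, the small subunit, was 6.37 ± 2.57 and 16.2 ± 4.63, and did not pass (log2 fold change −1.24, adjusted p = 0.0887). Of these 2 named pyrimidine synthesis genes, 2 passed when adjusted over the list alone, and the paper picked both on these libraries. The call of *carB* was lost without any 1 of the 4 stationary libraries. *carA* passed with FPKM as deposited (adjusted p = 0.0383) and without either MG exponential library (0.0492 and 0.0466).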

During the stationary growth phase, pyrimidine synthesis enzymes (*carA* and *carB*) were repressed 2.27–2.65-fold. Furthermore, the γ-aminobutyric acid (GABA) shunt pathway was also repressed, along with the acid resistance system (Figure 5) [73,74]. 

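Of the genes of glutamate conversion, *gadA* and *gadB*, the glutamate decarboxylases, fell in both growth phases. *gdhA*, glutamate dehydrogenase, which lies from 1928528 to 1929871 on the plus strand, fell under MG in the stationary phase, where it was 100.0 ± 3.83 under MG and 223 ± 1.44 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.15 (standard error 0.11, limma adjusted p = 0.00294). In the exponential phase *gdhA* was 1081 ± 23.7 and 1021 ± 124, a log2 fold change of 0.09 that did not pass (adjusted p = 0.745), and the effect differed between the phases (difference −1.24, adjusted p = 0.0122). That of *gadA* showed no difference that passed (−0.04, limma adjusted p = 0.934). The stationary calls of *gadA* and *gdhA* held without any 1 library.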

Finally, *gadA* and *gadB* were repressed 2.36–2.48-fold during the exponential growth phase while *gadA* and *gdhA* were repressed 2.27–2.28-fold during the stationary growth phase (Figure 2D, Tables S1 and S2).

## 3. Conclusions

Probiotics, including EcN, may be an effective solution in the management of the gut microbiome of astronauts as they can protect the gut microbiome from pathogens during the space flight. We investigated the effects of simulated MG on EcN using comparative transcriptomic analysis during exponential and stationary growth phases. Some changes identified were disadvantageous to EcN when competing against other pathogenic microbes. EcN tended to develop lower relative abilities for acidic resistance and adhesion under MG conditions, which may make it more difficult for it to survive as it passes through the acidic conditions of stomach and to attach to intestinal cells. Additionally, EcN exhibited altered metal ion transport/utilization and repressed energy and carbon metabolism in response to oxidative stress and nutrient depletion, respectively. Collectively, these results demonstrate the need for further studies that will be essential for the development of effective probiotics that are able to function under MG as guardians of the gut microbiome.

## 4. Materials and Methods

### 4.1. Overall Work Flow of This Study

The total work flow of our study was listed in the following order. (1) Culture the sample under microgravity and normal gravity conditions, respectively. (2) Harvest both samples at the exponential and stationary growth phase. (3) Extract total RNAs from the harvested samples. (4) Remove the rRNA from the extracted RNA samples. (5) Construct the RNA-seq library samples. (6) Run next-generation sequencing and analyze the sequencing data.

### 4.2. Bacterial Strain and Growth Conditions

The strain used in this study was EcN, which was cultured in M9 minimal media (47.8 mM Na_2_HPO_4_∙7H_2_O, 22 mM KH_2_PO_4_, 8.6 mM NaCl, 18.7 mM NH_4_Cl, 2 mM MgSO_4_, and 0.1 mM CaCl_2_) supplemented with 0.4% glucose (*w*/*v*). To develop the inoculum, a single colony of EcN grown on a Luria-Broth (LB) broth agar plate was inoculated into M9 media with 0.4% glucose and incubated with shaking at 37 °C. The cultures were incubated overnight to allow the cells to enter the stationary growth phase and then used as inocula for the clinostat system.

### 4.3. Growth of EcN in a Clinostat

After culturing overnight, and the EcN cells entering the stationary growth phase, a sample of the culture was diluted 10^−3^ and added to clinostat vessels (Synthecon, Inc., Houston, TX, USA). The vessels (d = 12.5 cm) were installed either perpendicularly or horizontally to simulate MG and NG conditions, respectively. To generate conditions of low shear stress, samples were incubated in vessels rotating < 25 rpm. The optical density at 600 nm (OD_600_) was checked to monitor the growth profile of EcN for each condition. Briefly, the clinostat vessel was detached from the instrument every hour and the OD_600_ of the culture was determined to generate the growth profiles of the EcN. Based on the growth curves, we determined the points of exponential and stationary growth. For RNA extraction, 1 mL of EcN was harvested at two points of cell growth, which included the exponential growth phase (OD_600_ 0.6–0.8) and stationary growth phase (OD_600_ 1.2). Each experimental condition was performed in duplicate.

### 4.4. RNA Extraction, cDNA Synthesis, and Sequencing

Total RNA was extracted from 3 mL of cultured EcN samples at each growth point for each gravitational condition. Before RNA extraction, harvested samples were treated with RNAprotect Bacteria Reagent (Qiagen, Hilden, Germany). Then, we used Qiagen RNeasy Plus Mini kit (Qiagen, Hilden, Germany) for RNA extractions. First, 6 mL of RNA protect reagent was added to each culture sample. After 5 min incubation, the samples were pelleted and resuspended in 400 μL Tris-EDTA pH 8.0 (TE) buffer (Sigma–Aldrich, Saint Louis, MO, USA). After a second round of pelleting and washing, the sample was eluted with 200 μL TE buffer. Then 1 μL SUPERase•In RNase inhibitor (Invitrogen, Carlsbad, CA, USA), 3 μL of 10 M units of Ready-Lyse Lysozyme solution (Lucigen, Middleton, WI, USA), 1 μL of 20 mg/mL Proteinase K (Invitrogen, Thermo Fisher Scientific Inc, Waltham, MA, USA), and 3 μL of 20% sodium dodecyl sulfate (Sigma–Aldrich, Saint Louis, MO, USA) were added and incubated for 30 min in ice. Then, 700 μL RLT-β-ME buffer, which was prepared with addition of 10 μL of β-mercaptoethanol (Sigma–Aldrich, Saint Louis, MO, USA) to 1 mL of RLT Buffer, was added to make visible particle. The samples were centrifuged and the supernatants purified using gDNA Eliminator Mini Spin Columns (Qiagen, Hilden, Germany). The filtered samples then had 500 μL of 100% EtOH added and purified using RNeasy Mini Spin Columns (Qiagen, Hilden, Germany). Using 350 μL RW1 and 1 mL RPE buffer (Qiagen, Hilden, Germany), the RNA samples were washed and eluted with RNase-free deionized distilled water. Purified RNA samples were analyzed using an RNA 6000 Pico Kit on an Agilent 2100 bioanalyzer (Agilent, Santa Clara, CA, USA). The RNA integrity number (RIN) ranged from 2.6 to 9.9.

To remove any ribosomal RNA (rRNA) from the RNA stock, a Ribo-Zero rRNA Removal Kit for Gram-negative bacteria (Illumina, San Diego, CA, USA) was used. The RNA solutions were treated with 2 μL Ribo-Zero Reaction Buffer (Illumina, San Diego, CA, USA) and 5 μL Ribo-Zero Removal Solution (Illumina, San Diego, CA, USA). Magnetic beads were prepared by washing and then resuspending them in 30 μL AMPure XP magnetic bead resuspension solution (Beckman Coulter, Fullerton, CA, USA) and 3 μL of RiboGuard RNase Inhibitor (Illumina, San Diego, CA, USA). The prepared magnetic beads were then added to hybridized the RNA sample and purified using RNeasy MinElute spin columns (Qiagen, Hilden, Germany). Removal of the rRNA was confirmed using a Qubit Fluorometer (Invitrogen, Thermo Fisher Scientific Inc, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA).

The extracted RNA samples with the rRNA removed were then used for cDNA synthesis using a KAPA Stranded RNA-Seq Library Preparation Kit (Kapa Biosystems, Inc., Wilmington, MA, USA). Samples were fragmented and each strand synthesized into cDNA. After bead-based purification, the cDNA strands were A-tailed for adapter ligation. After the adaptor ligation incubation, the samples were purified using 20% PEG 8000/2.5 M NaCl solution (Kapa Biosystems, Inc., Wilmington, MA, USA). The cDNA strands of sizes consistent with the target range were selected and then amplified by real-time PCR. Overall, eight samples including duplicate samples from the two growth phases and two culture condition were quality-checked (9.86–64.4 ng/μL) using the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) and sequenced using Illumina HiSeq 4000 System (Macrogen, Seoul, Korea). All raw data for RNA-seq has been deposited into the Gene Expression Omnibus at the NCBI under GSE147272.

### 4.5. Read Processing, Alignment, and Quantification

Sequenced reads from the RNA-seq analysis showed low proportions of rRNA, which indicated that the rRNA was successfully removed. 

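In the deposited values, the 152 rRNA, tRNA and other RNA genes took 11.1% and 19.2% of the sum of FPKM times length in the 2 MG exponential libraries, 14.2% and 11.1% in NG exponential, 12.5% and 17.5% in MG stationary, and 11.4% and 14.9% in NG stationary. These shares come from the estimates for annotated genes, not from the reads themselves.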

The RNA-seq reads were then mapped based on the EcN reference genome (CP007799) using bowtie and cuffdiff tools. The calculated FPKM values from cuffdiff were used to identify the DEGs. DEGs with log_2_-fold expression changes ≥ 1.0 and false discovery rates (FDR) ≥ 0.01 were selected.

### 4.6. Differential Expression and Functional Analyses

Unidentified DEGs from the reference genome were compared with genes from other *E. coli* strains using blastp BLAST software and the EcoCyc database (www.ecocyc.org). The function of each DEG was then analyzed based on the KEGG and EcoCyc gene operon online databases.

## Figures and Tables

**Figure 1:**
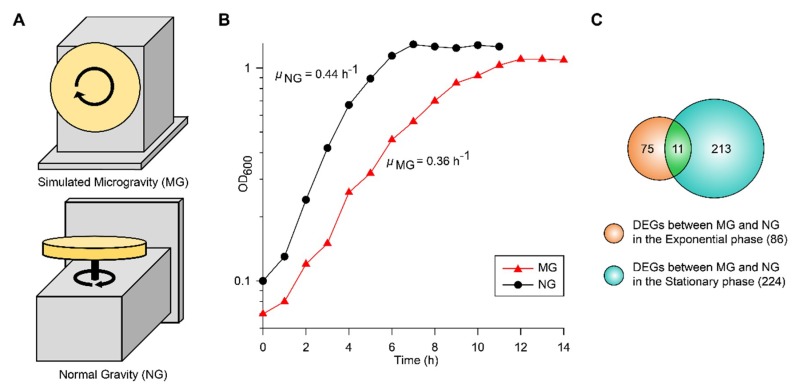
(**A**) The operating orientation of the rotary cell culture system (RCCS) under microgravity (MG) and normal gravity (NG) conditions is shown. (**B**) The growth profiles of EcN at 37 °C in a clinostat under MG and NG conditions are shown. (**C**) Identified differentially expressed genes (DEGs) during the exponential and stationary growth phases are shown in the Venn diagram.

**Figure 2:**
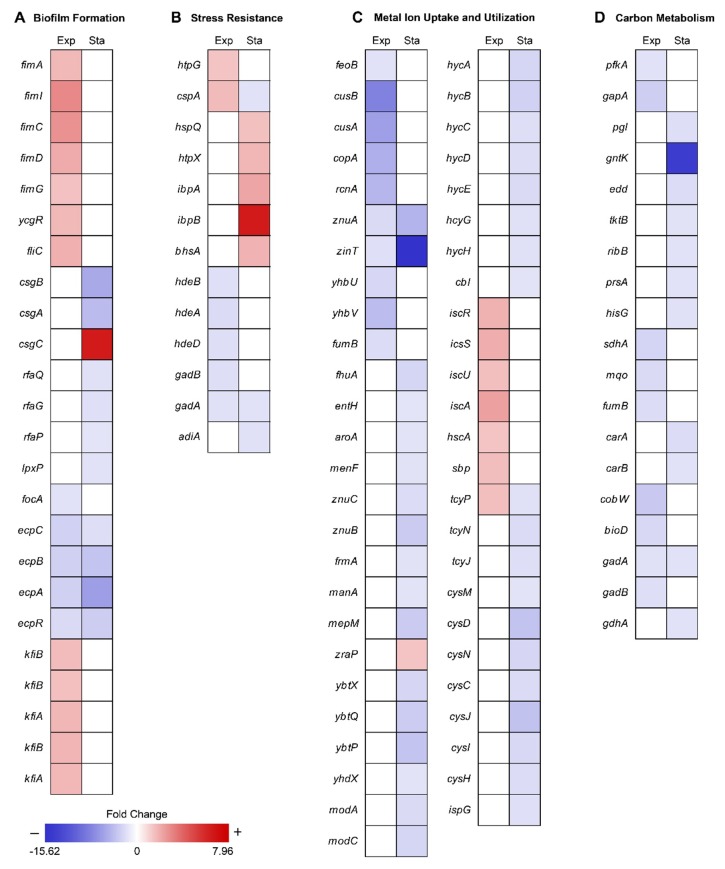
Hierarchical clusters diagram of the fold change ratio of DEGs for each group. Each column represents the DEGs in the exponential (Exp) and stationary (Sta) growth phase, respectively. The fold change is relative to the original value. Mean positive fold change values represent the expression ratio of MG to NG for the DEGs up-regulated under MG conditions compared to that under NG conditions and are indicated in red. Mean negative fold change values represent the expression ratio of NG to MG for the DEGs down-regulated under MG conditions compared to that under NG conditions and are indicated in blue. The gene *csgC* was expressed only under MG conditions during the stationary growth phase.

**Figure 3:**
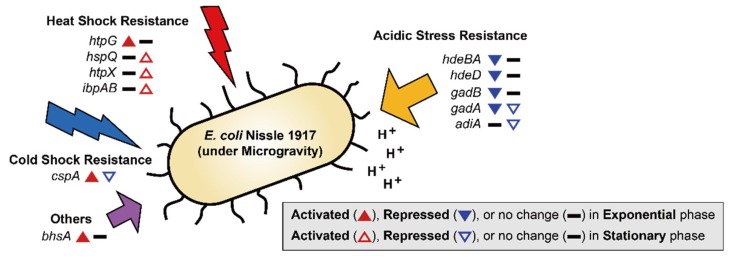
DEGs related to stress resistance are shown. The up-regulated and down-regulated genes under the MG condition compared to the NG condition are depicted by the direction of the up and down arrowheads, respectively. DEGs during the exponential and stationary growth phases are indicated by the solid and empty arrowheads, respectively.

**Figure 4:**
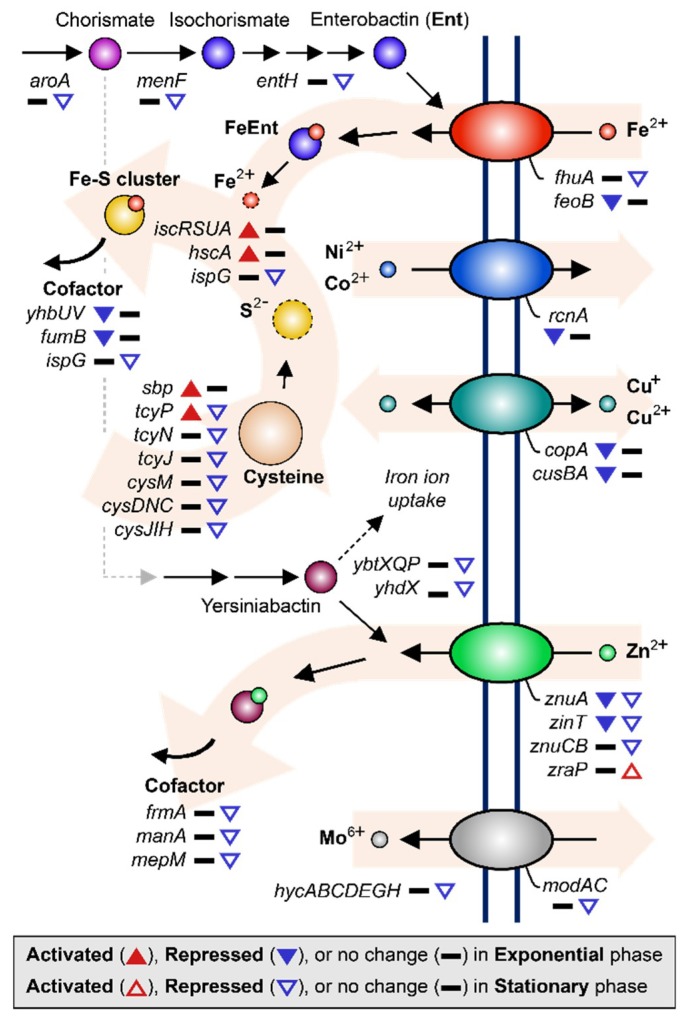
DEGs related to metal ion acquisition and utilization are shown. The up-regulated and down-regulated genes under the MG condition compared to the NG condition are depicted by the direction of the up and down arrowheads, respectively. DEGs during the exponential and stationary growth phases are indicated by the solid and empty arrowheads, respectively.

**Figure 5:**
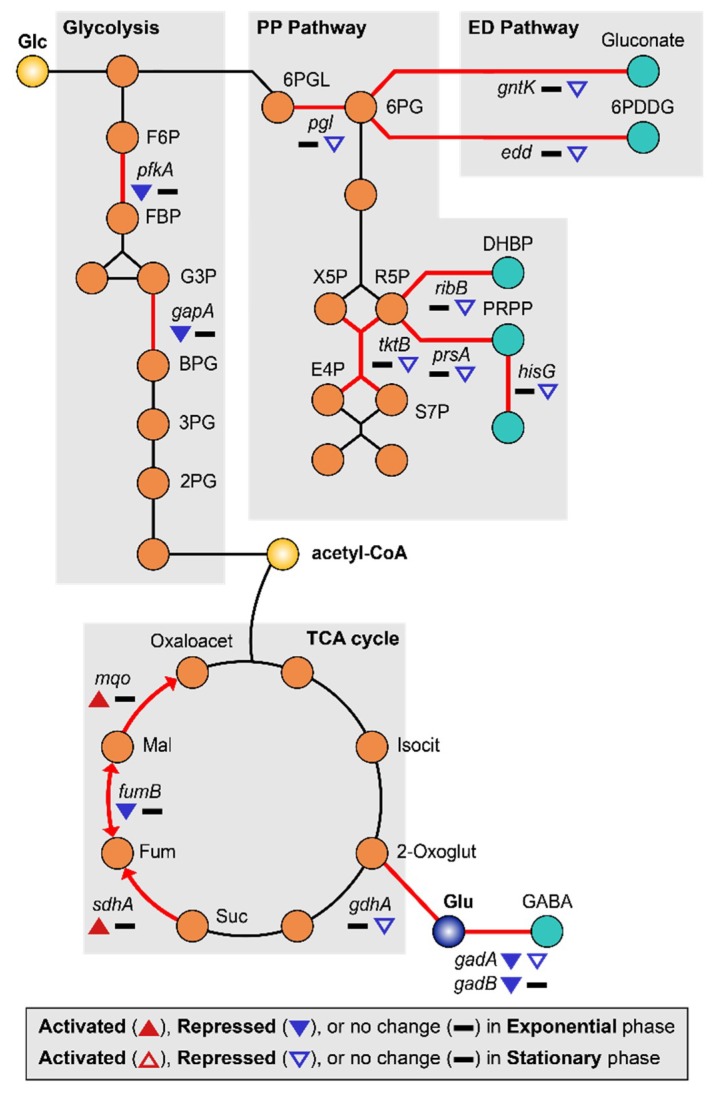
DEGs related to carbon starvation metabolism are shown. The up-regulated and down-regulated genes under the MG condition compared to the NG condition are depicted by the direction of the up and down arrowheads, respectively. DEGs during the exponential and the stationary growth phases are indicated by the solid and empty arrowheads, respectively.

**Table 1:** DEGs presented in both MG and NG. All DEGs that overlapped the two gravity conditions are listed as fold change values and the categorized group indicated. Fold change value are relative to the original value. The positive fold change values are provided as the expression ratio of MG to NG. The negative fold change values are provided as the expression ratio of NG to MG.

Locus Tag	Fold Change (Exp)	Fold Change (Sta)	Gene Function	Gene	Function Category
ECOLIN_01835	−3.51	−2.48	hypothetical protein	*ecpC*	Biofilm formation
ECOLIN_01840	−3.57	−4.46	hypothetical protein	*ecpB*	Biofilm formation
ECOLIN_01845	−3.56	−7.36	fimbrial protein	*ecpA*	Biofilm formation
ECOLIN_01850	−2.76	−3.78	LuxR family transcriptional regulator	*ecpR*	Biofilm formation
ECOLIN_19660	2.38	−2.24	cold-shock protein	*cspA*	Stress resistance
ECOLIN_19450	−2.36	−2.27	glutamate decarboxylase	*gadA*	Stress resistance
ECOLIN_09330	2.27	−2.30	L-cystine transporter tcyP	*tcyP*	Metal ion utilization
ECOLIN_09975	−2.82	−5.68	zinc ABC transporter substrate-binding protein	*znuA*	Metal ion utilization
ECOLIN_10835	−2.43	−15.62	zinc/cadmium-binding protein	*zinT*	Metal ion utilization
ECOLIN_02515	2.50	−2.17	cytochrome o ubiquinol oxidase subunit II	*cyoA*	Uncategorized
ECOLIN_01860	−3.45	−11.11	50 S ribosomal protein L31 type B	*-*	Uncategorized

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/8/2666/s1. Table S1: Differentially Expressed Genes of the *Escherichia coli* Nissle 1917 strain in the exponential growth phase, Table S2: Differentially Expressed Genes of the *Escherichia coli* Nissle 1917 strain in the stationary growth phase.

How the deposited data were processed for this re-analysis (not part of the article)

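RNA-seq measured the transcripts of EcN in 8 libraries: MG and NG, each in the exponential and the stationary growth phase, with 2 libraries per group. The authors checked the reads with FastQC, mapped them to the EcN reference genome with Bowtie and computed FPKM (fragments scaled to gene length and to the mapped fragments of the library) per annotated gene with Cufflinks, 1 library at a time. The deposited values used here are these FPKM, with bounds and a base coverage for each gene. The fold changes of the paper came from cuffdiff, whose output was not analysed here. In the deposited values, coverage divided by FPKM is 1 constant per library, and the bounds lie 2 square roots of a fragment number from the FPKM. The fragment numbers recovered in this way are whole within 0.02 for 23.3% to 25.9% of genes, so they are estimates and were not used as read counts.

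The 8 libraries hold the same 5126 genes. FPKM were rescaled between libraries by the median of ratios to the geometric mean over the 4135 genes above 0 in every library. The rescaled values were taken as log2(FPKM + 1), and the 4507 genes with a mean rescaled FPKM of at least 1 were tested with limma (version 3.58.1 in R 4.3.3; tables with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6). The 4 groups were fitted together, with empirical Bayes moderation and a trend of the variance with expression, leaving 4 residual degrees of freedom and 2.53 from the prior. Contrasts were MG against NG in each phase, the difference between these 2 effects, and the stationary against the exponential phase under NG. P-values were adjusted by the Benjamini-Hochberg method within each contrast. DEGs at the paper's thresholds needed a 2-fold change and an adjusted p of 0.01 or less, and other calls an adjusted p under 0.05. The paper prints its threshold in different ways in its results and methods, and the reading as an adjusted p was taken. Values after ± are SD over 2 libraries; standard errors are those of limma.

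In all, 32 gene lists were drawn up from general knowledge of *E. coli*. Gene symbols came only from the tag and name pairs of the paper's Tables 1, S1 and S2, so lists hold mostly genes that the paper had picked, and 4 lists have 0 named members. For colibactin 2 of 19 listed genes were named, and for flagella and chemotaxis 3 of 52. Counts over named members thus do not describe a whole pathway. The 21 lists with at least 3 tested members were tested with limma camera at a preset inter-gene correlation of 0.01, adjusted over lists and phases, and again with an estimated correlation. "Adjusted over the list alone" means that the p-values of the members were adjusted among themselves.

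The genes named in the text were taken from every gene that the paper names in its text, Table 1 or Figures 2 to 5, whose fold changes in the paper had been seen. Also taken were the 8 genes per phase and direction with the largest change among those that pass and whose MG libraries both lie on 1 side of both NG libraries, the 5 per direction for the difference between phases, and up to 4 members of a list that pass (2 where none passes); some of these list members are not described. Lists, thresholds, this rule and the alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 5, no filter and a minimum mean of 10, FPKM without rescaling, quantile normalization, RNA genes left out with the rest set to 1 common total, the 4 libraries of 1 phase alone, the replicate number as a block, no variance trend, other readings of the paper's threshold, and each of the 8 libraries left out in turn. With 1 library left out, the lone library of its group is assumed to vary like the other groups. A library of the other phase adds no values to a contrast within 1 phase. It enters only through the shared variance, the rescaling and the filter, and leaving it out costs degrees of freedom. A call lost in that way need not rest on that library, and a call gained in that way has no added values behind it. Where the 2 libraries of a group differ, leaving out either one takes their spread out of the fit. A call gained so is no support for a change.

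The procedure was tested on simulated data with 4507 genes: of 100 genes changed 2-fold, 30 passed at an adjusted p under 0.05 and 2 as DEGs, and of 100 changed 4-fold 82 and 51 did, with 2 false calls at the first threshold and 0 among DEGs (limma). The simulated noise was normal on the log2 scale, with variances drawn from limma's own fitted prior. Counting noise near 0 and shifts of a whole library were not simulated, so the false calls say nothing about these. A gene at 4 or fewer fragments has a deposited lower bound of 0. Sequencing reads and the growth and other phenotype measurements were not analysed here.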

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

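The tests of depth and of scaling were chosen only after the result was seen.

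The genes *cspA*, *tcyP*, *sbp* and *cbl* turned from higher to lower under MG between the growth phases, and *zinT*, ECOLIN_01860 and *ecpA* fell further. The results below are named because limma's test of the difference itself passed. The difference of the log2 fold change, stationary less exponential, was −2.47 for *cspA*, −2.45 for *tcyP*, −2.03 for *sbp* and −1.75 for *cbl*, which all rose in the exponential and fell in the stationary phase. It was −2.70 for *zinT*, −1.81 for L31 type B (ECOLIN_01860) and −1.04 for *ecpA*, which fell in both. The calls of the difference for *cspA*, *tcyP*, *sbp*, *cbl* and *zinT* held without any 1 library, although the calls within 1 phase were less firm. The stationary falls of *cspA* (adjusted p up to 0.0661) and *sbp* (0.0625 to 0.102) were lost without any 1 stationary library, and the rises of *sbp* (0.0508) and *tcyP* (0.0615) without NG exponential replicate 2. The rise of *cspA* was lost without either NG exponential library, MG stationary replicate 2 or either NG stationary library (0.0541 to 0.0741), and the exponential rise of *cbl* was lost without the variance trend (adjusted p = 0.0588) and without either NG exponential or any 1 stationary library (0.0530 to 0.0673). The difference for *ecpA* was lost without NG exponential replicate 2 or any 1 stationary library (adjusted p = 0.0556 to 0.0878), and the difference for ECOLIN_01860 without any 1 exponential library, MG stationary replicate 1 or either NG stationary library (adjusted p = 0.0609 to 0.119). In all, 19 genes passed in both phases in opposite directions with a difference that also passed.

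The 10 genes with the largest differences in either direction were mostly short and little expressed, and 8 of them have a group whose libraries are listed at 0, so their fitted differences are not folds. They are *yacG* (−6.41), ECOLIN_05475 (−4.37), ECOLIN_26160 (−4.31), ECOLIN_24100 (−4.13), ECOLIN_24575 (−3.56), ECOLIN_01325 (6.58), ECOLIN_03055 (5.85), ECOLIN_16405 (5.83), ECOLIN_06380 (3.45) and ECOLIN_16375 (3.45). *yacG*, an inhibitor of DNA gyrase, was listed at 0 in both MG stationary libraries and at 168 and 23.9 in the NG ones. The calls of ECOLIN_05475, ECOLIN_01325 and ECOLIN_16405 held without any 1 library, whereas each of the other 7 was lost without at least 1: for *yacG* any library but MG exponential replicate 2 and the NG stationary ones (adjusted p = 0.0723 to 0.115 without the others), for ECOLIN_03055 either NG exponential or either MG stationary library (0.0599 to 0.0899), and for ECOLIN_24575 NG stationary replicate 2 (0.0631).

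The adjusted p without 1 library went up to 0.139 for ECOLIN_26160 (lost without any exponential or NG stationary library), 0.0909 for ECOLIN_24100 (any library but MG exponential replicate 2 and NG exponential replicate 1), 0.0834 for ECOLIN_06380 (MG exponential replicate 1 or any stationary library) and 0.130 for ECOLIN_16375 (any library but NG exponential replicate 1 and MG stationary replicate 2).

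DEGs outside the paper's tables number 5 in the exponential and 25 in the stationary phase. The 5 are ECOLIN_05475, which rose, and ECOLIN_02790, ECOLIN_07005, ECOLIN_08560 and ECOLIN_16405, which fell. ECOLIN_02790, the gene after *copA* in the order of locus tags, was named after its values were seen.

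The exponential count of 20 DEGs was 83 when MG exponential replicate 2 was left out, and the genes behind this include *lysA*, at 2082 and 170 in the 2 MG libraries against 118 and 86.3 under NG, and *adhE*, at 529 and 1894 against 3613 and 3320. If the 2 MG libraries had been harvested at different points of growth, their difference would follow the change between the phases, but the Pearson correlation across genes, which are not independent replicates, was 0.0709, where replicates of the other groups had −0.0136 to 0.0528. Lower depth over all genes is excluded, since MG exponential replicate 2 held 1014 Mb of bases on genes, the most of the 4 exponential libraries. That sum includes RNA genes, which took 19.2% of FPKM times length in this library, the highest share of the 4. RNA quality was not tested, as the paper reports a wide range of RNA integrity without saying which library had which value. The correlation above is with the whole change from exponential to stationary phase, over all genes, so it cannot exclude a smaller shift of growth point. Such a shift, another difference between the cultures, and one from handling stay open and were not tested.

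Stationary DEGs were mostly lower under MG. Over the scaling alternatives tried, the share of lower DEGs was at its lowest 67.7%, with quantile normalization, so none of these scalings removed the excess. At an adjusted p under 0.05 from limma the share was 60.1% there. With the main rescaling and a minimum mean FPKM of 10, the median log2 fold change was −0.16, so an offset stayed among the more expressed genes. Whether it comes from scaling or from MG was not tested, so scaling is not excluded as the whole cause. By 2-fold alone, with no test, the stationary split was nearly even, at 248 higher and 273 lower. Across all genes the effect of MG in 1 replicate had a correlation with the change between the phases under NG in the other, with which it shares no library, of 0.108 and 0.168. These values lie between those set for and against a different harvest point. Of the 123 lower DEGs, 73 fell and 30 rose from the exponential to the stationary phase under NG (limma adjusted p under 0.05). Of the 25 higher ones, 15 rose and 6 fell. The 30 and the 6 went against that change, so a later harvest of the MG cultures would not give their direction if the change went on, which was not tested. For the DEGs that went with that change, an effect of MG on gene expression and a later harvest cannot be told apart.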

How the results depend on the processing

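None of the alternatives was chosen after its result was seen. Of 365 log2 fold changes and differences between phases of named genes, 180 passed, and none that passed here or under 1 of the 18 alternatives with a fit of their own reversed there. The fewest calls were lost with RNA genes left out (0 lost, 6 gained) and the most without NG stationary replicate 1 (75 lost, 0 gained); the 4 libraries of 1 phase alone lost 65 and gained 9 of 344. The 2570 genes that differed between the phases under NG stayed within 1.5 times that count, at 2178 to 2620 with 1 library left out.

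The count of exponential DEGs, 20, was 33 with a pseudocount of 5, 31 with a minimum mean FPKM of 10, 12 without rescaling, 12 without the variance trend, 0 with the 4 exponential libraries alone (limma; 640 genes at an unadjusted p under 0.05), 164 by unadjusted p and 410 by 2-fold alone. It was 0 without either MG stationary library (751 and 742 at an unadjusted p under 0.05) and 83 without MG exponential replicate 2. The count of stationary DEGs, 148, was 438 without rescaling, 93 with quantile normalization, 42 without the trend, 82 with the 4 stationary libraries alone, 272 by unadjusted p and 521 by 2-fold alone, and 11 (without NG stationary replicate 1) to 145 (without MG exponential replicate 2) with 1 library left out. At an adjusted p under 0.05 the 160 exponential genes became 77 without the trend, 0 with that phase alone, and 49 (without NG exponential replicate 2) to 327 (without MG exponential replicate 2). The 704 stationary genes became 1255 without rescaling and 200 (without NG stationary replicate 1) to 836 (without MG exponential replicate 2). For the difference between phases, 292 became 481 without rescaling, 108 without the trend, and 41 (without NG stationary replicate 2) to 476 (without MG exponential replicate 2). The 1 DEG shared by both phases became 3 with a pseudocount of 5 or a minimum mean of 10, 2 without rescaling, with quantile normalization or without the trend, and 0 (without NG exponential replicate 1) to 9 (without MG exponential replicate 2). Of 42 list tests 29 passed at the preset correlation and 0 with an estimated one, where the lowest adjusted p was 0.0651, and 28 passed without rescaling. Fewer libraries give fewer degrees of freedom; for the other alternatives the cause was not tested.

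The values gave no sign that the replicate numbers pair the samples, as the differences between replicates 1 and 2 of any 2 groups had correlations of −0.0384 to 0.0390. These run over all genes and cannot exclude a pairing that moved few genes, and the paper states none. As a block the replicate numbers gave 11 exponential and 108 stationary DEGs and 29 list tests. With it, 4 of the 5 *kfi* copies, none of which passed otherwise at a pseudocount of 1, passed in the exponential phase. Genes with 4 or fewer fragments in a library are not told from 0 by the deposited bounds, which limits the genes listed at 0.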

Differences from the paper's values

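A count is said to differ where the larger is more than 1.5 times the smaller, and a log2 fold change where the sign is opposite or the 2 values lie further apart than the standard error from limma; values that are not equal can thus lie within this limit. Of 128 values compared, 13 differ. At its stated thresholds the paper has 86 DEGs in the exponential phase, 38 up and 48 down, against 20, 9 and 11 here. Of the 20 alternatives set before the data were examined, 1 lies within the limit for these counts, the one without MG exponential replicate 2 (83, 33 and 50), and the other 19 differ. In the stationary phase the paper has 224 DEGs and 148 are found here. A minimum mean FPKM of 10 (157), RNA genes left out (155) and the unadjusted p (272) give counts that are not the paper's but lie within the limit, and the other 17 alternatives differ. Of the stationary DEGs the paper has 43 up, and 25 are found here; quantile normalization gives 30, which lies within the limit, and the other 19 alternatives differ. The paper has 11 DEGs common to both phases and 1 is found here. Of 17 alternatives, 1 lies within the limit, the one without MG exponential replicate 2 (9), and 16 differ.

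The fold changes below are log2 values of the paper's tables against those from limma. The measures are unlike: the paper's are ratios of FPKM, and those here are on the log2(rescaled FPKM + 1) scale, which understates the change of genes near 0. Part of these differences can thus come from the added 1. The log2 fold change of ecpA in the stationary phase is −2.88 in the paper and −2.76 here. Of 18 alternatives 5 lie within the limit (pseudocount 0.1; no trend; without MG stationary replicate 1; without either NG stationary library) and 13 differ. For acid resistance, the exponential log2 fold change of gadB is −1.31 in the paper and −1.19 here; 13 of 18 alternatives lie within the limit, and those that differ are pseudocount 5, no filter, RNA genes left out, and without MG or NG exponential replicate 1. For copper export, the log2 fold change of copA is −2.60 in the paper and −2.49 here; 12 of 18 lie within the limit, and those that differ are pseudocount 5, no filter, a minimum mean of 10, RNA genes left out, the replicate block, and without MG exponential replicate 1.

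The log2 fold change of cusB in the exponential phase is −3.26 in the paper and −2.74 here. Of 17 alternatives 2 lie within the limit (pseudocount 0.1, −3.10, and without NG exponential replicate 1, −2.97) and 15 differ. For the pump itself, the log2 fold change of cusA is −2.87 in the paper and −2.42 here, within the limit at pseudocount 0.1 (−2.73) and outside it under the other 16. For nickel and cobalt export, the log2 fold change of rcnA is −2.47 in the paper and −2.22 here. Of 18 alternatives 3 lie within the limit (pseudocount 0.1, −2.35; FPKM as deposited, −2.30; without NG exponential replicate 1, −2.25) and 15 differ. The log2 fold change of gapA is −1.88 in the paper and −1.71 here. Of 18 alternatives 5 lie within the limit (pseudocount 0.1, −1.78; FPKM as deposited, −1.77; the 4 exponential libraries alone; without MG exponential replicate 2, −1.89; without NG exponential replicate 2, −1.75) and 13 differ.

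The paper's text names 55 genes as changed in the exponential and 67 in the stationary phase, and all have the paper's direction here. As DEGs 13 and 44 passed, and 33 and 62 at an adjusted p under 0.05. In the exponential phase 28 of the 55 were DEGs without MG exponential replicate 2, 21 with a pseudocount of 5 and 17 with a minimum mean of 10, but 7 without rescaling, 6 with the replicate block or without the trend, 2 without MG exponential replicate 1, 1 without either NG exponential or either NG stationary library, and 0 without either MG stationary library or with the 4 exponential libraries alone (limma; 751, 742 and 640 of all genes had an unadjusted p under 0.05). In the stationary phase 58 of the 67 were without rescaling and 50 with a minimum mean of 10, but 38 with the 4 stationary libraries alone, 36 with the replicate block, 28 with quantile normalization, 20 without the trend, 10 and 9 without MG stationary replicate 1 and 2, and 6 without either NG stationary library.

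The paper states that the fimbrial and flagellar genes it names did not differ in the stationary phase, whereas *fimC* passed as a DEG here (log2 fold change 1.66) and *fimA* at an adjusted p under 0.05 (0.85), and the other 5 did not pass. *fimC* was no DEG under 13 of 18 alternatives: a pseudocount of 5, FPKM as deposited, the replicate block, no trend, the 4 stationary libraries alone and any 1 of the 8 libraries left out. At an adjusted p under 0.05, *fimA* and *fimC* were both lost without NG stationary replicate 1, *fimA* also without NG stationary replicate 2 and with FPKM as deposited, and *fimC* without MG stationary replicate 1. Fig. 2D shows *sdhA* and *mqo* as lower and the text gives them as higher in the exponential phase. Here both were higher (1.65 and 1.32) and neither passed with all 8 libraries. Fig. 3 places *bhsA* in the exponential phase and the text in the stationary phase; here it was 1.46 in the stationary phase and did not pass, though it did without either MG exponential library and with the 4 stationary libraries alone. The text gives *focA* as the major subunit of F1C fimbriae, whereas Table S1 gives a formate transporter and its length, 858 bases, equals that of K-12 *focA*. For the *kfi* copies the paper gives a rise in the same conditions as the pilus changes before it, a wording that names no growth phase. Here the 5 copies were higher in the exponential phase without passing, and had log2 fold changes of −0.48 to 0.11 in the stationary phase.

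The tables of the paper give some folds without a sign. For ECOLIN_16215 its log2 value and its fold have opposite signs, and here the gene was at 4.13 and 3.15 under MG and listed at 0 under NG in the stationary phase. For *cyoA* and L31 type B, Table 1 and Tables S1 and S2 print slightly different values. *csgC*, with an infinite fold in the tables, is listed at 0 under NG here too.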

Other observations

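The comparison of neighbouring genes with random draws on the gene's own side of 0 was chosen only after the result was seen.

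Most of the ribosomal protein genes that the paper's tables name fell under MG in the stationary phase, which the paper does not discuss as a group. Ribosomal protein genes outside those tables were not counted. Of 11 named ones 9 fell and 2 did not pass, and 11 passed when adjusted over the list alone (limma camera adjusted p = 3.64e-05; adjusted p = 0.199 with an estimated correlation). *rpsT* was 54.3 ± 0.709 under MG and 202 ± 23.1 under NG (rescaled FPKM, SD, n = 2), a log2 fold change of −1.87 (standard error 0.27, limma adjusted p = 0.00741), a call lost without MG stationary replicate 2 (adjusted p = 0.0599) or NG stationary replicate 2 (0.0563). *rplL* had −1.10 (adjusted p = 0.00472) and its call held without any 1 library. *rpmE*, the form of L31 that binds zinc, was 582 ± 3.24 and 178 ± 32.7, the opposite direction to L31 type B, and did not pass (log2 fold change 1.72, adjusted p = 0.0538), though it did with a pseudocount of 5 (0.0457), a minimum mean FPKM of 10 (0.0407), quantile normalization (0.0496), the 4 stationary libraries alone (0.0117) and without either MG exponential library (0.00403 and 0.00392). In the exponential phase none of the 11 passed, nor over the list alone (camera adjusted p = 0.0410, higher; adjusted p = 0.489 with an estimated correlation). The paper picked the 11 on the stationary libraries, which is not independent evidence.

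The few named genes of NADH dehydrogenase I and of colibactin synthesis fell in the stationary phase too. *nuoN* was 11.3 ± 0.625 under MG and 24.1 ± 0.0105 under NG, a log2 fold change of −1.03 (standard error 0.14, limma adjusted p = 0.00648), and *nuoA* and *nuoB* had −1.06 and −1.12, calls lost without any 1 stationary library and with quantile normalization (adjusted p = 0.0577 and 0.0524). Of 19 listed genes of the aerobic respiratory chain 4 were named, of which 3 fell, and 3 over the list alone (camera adjusted p = 0.00519, and 0.199 with an estimated correlation). In the exponential phase none of the 4 passed, nor over the list alone (camera adjusted p = 0.715). *clbJ* and *clbC*, the 2 named of 19 listed colibactin genes, fell (−1.06 and −1.06), and 2 passed over the list alone. These calls held without any 1 library. The paper picked the 4 and the 2 on these libraries, which is not independent evidence. *grxA*, glutaredoxin 1, rose to 4313 ± 347 from 1424 ± 174 (log2 fold change 1.60, adjusted p = 0.0150), a call lost without any 1 stationary library (adjusted p = 0.0657 to 0.0948); of the 2 named oxidative stress genes 2 passed over the list alone, both picked by the paper.

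Other lists gave the following. For anaerobic respiration and fermentation 1 of 5 named genes fell in the exponential phase, *aspA* (a call lost without any 1 library but MG exponential replicate 2, adjusted p = 0.0553 to 0.0950), and 5 over the list alone (camera adjusted p = 1.09e-04; adjusted p = 0.179 with an estimated correlation; the paper picked the 5, which is not independent evidence), and 0 passed in the stationary phase (camera adjusted p = 0.445; 1409 of all genes had an unadjusted p under 0.05 from limma). Osmoprotectant genes had 2 of 6 that fell in the stationary phase (0.678; 2 over the list alone), and copper efflux 1 of 4 (0.871; 1 over the list alone). No gene passed for flagella (0.217), the K5 capsule (0.767) and iron-sulfur assembly (0.273) in the stationary phase, or for the LPS core (0.855) and curli (0.622) in the exponential phase. The 1 named gene of the RpoS list fell by 1.28 on the log2 scale in the stationary phase. *lysA*, the 1 named gene of lysine synthesis, had 2.55 in the exponential phase and did not pass (limma adjusted p = 0.247). Without MG exponential replicate 2 it had 4.36. ATP synthase, the SOS response, cytochrome bd oxidases and phosphate starvation had 0 named members.

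ECOLIN_03055 lies beside *cusB* on the same strand, from 645842 to 646174, and fell with it in the exponential phase. It was 1.45 and 1.76 in the 2 MG libraries and 89.1 and 102.7 in the 2 NG libraries, a log2 fold change of −5.22 (standard error 0.63, limma adjusted p = 0.0120). The call was lost with a pseudocount of 0.1 (0.0989), with the 4 exponential libraries alone (0.0833), without MG exponential replicate 1 (0.0518), either NG exponential library (0.0693 and 0.0678) or MG stationary replicate 2 (0.0530).

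Of the 86 exponential DEGs of the paper, 71 are not DEGs here, and counting noise of single genes was weighed as an explanation. Noise confined to single genes would not reach neighbouring genes, although fragments that span a gene and its neighbour could carry noise to both. Of 28 neighbours outside the paper's tables, on the same strand and at most 100 bases away, 27 (96.4%) lay on the DEG's side of 0, and 10 of them passed in that direction, where 1000 random draws had a median of 64.3% and an upper bound of 82.1%. Counting noise confined to single genes is therefore not the whole explanation. Noise in shared fragments was not tested, and neighbours of the same stretch are not independent. The neighbours come from the same libraries, so a difference between cultures not due to MG may also move them, and it stays open.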
